# Transcriptome Profiling Reveals Enhanced Mitochondrial Activity as a Cold Adaptive Strategy to Hypothermia in Zebrafish Muscle

**DOI:** 10.3390/cells12101366

**Published:** 2023-05-11

**Authors:** Thomas Cahill, Sherine Chan, Ian M. Overton, Gary Hardiman

**Keywords:** zebrafish, transcriptomics, muscle, radiation, induced torpor, DNA damage, mitochondria, hibernation

## Abstract

The utilisation of synthetic torpor for interplanetary travel once seemed farfetched. However, mounting evidence points to torpor-induced protective benefits from the main hazards of space travel, namely, exposure to radiation and microgravity. To determine the radio-protective effects of an induced torpor-like state we exploited the ectothermic nature of the *Danio rerio* (zebrafish) in reducing their body temperatures to replicate the hypothermic states seen during natural torpor. We also administered melatonin as a sedative to reduce physical activity. Zebrafish were then exposed to low-dose radiation (0.3 Gy) to simulate radiation exposure on long-term space missions. Transcriptomic analysis found that radiation exposure led to an upregulation of inflammatory and immune signatures and a differentiation and regeneration phenotype driven by *STAT3* and *MYOD1* transcription factors. In addition, DNA repair processes were downregulated in the muscle two days’ post-irradiation. The effects of hypothermia led to an increase in mitochondrial translation including genes involved in oxidative phosphorylation and a downregulation of extracellular matrix and developmental genes. Upon radiation exposure, increases in endoplasmic reticulum stress genes were observed in a torpor+radiation group with downregulation of immune-related and ECM genes. Exposing hypothermic zebrafish to radiation also resulted in a downregulation of ECM and developmental genes however, immune/inflammatory related pathways were downregulated in contrast to that observed in the radiation only group. A cross-species comparison was performed with the muscle of hibernating *Ursus arctos horribilis* (brown bear) to define shared mechanisms of cold tolerance. Shared responses show an upregulation of protein translation and metabolism of amino acids, as well as a hypoxia response with the shared downregulation of glycolysis, ECM, and developmental genes.

## 1. Introduction

In humans, skeletal muscle is made up of myofibres that each contain several myofibrils that in turn are made up of sarcomeres. Sarcomeres are the basic contractile unit of the muscle consisting of actin and myosin protein filaments that utilize ATP to contract and generate force for movement. Fascicles are made up of bundles of myofibres, held together by the extracellular matrix (ECM) that make up the muscle tissue, which is highly vascularized and innervated. Muscle fibres can be classified into slow twitch type I fibres or fast twitch type IIA and type IIX fibres, often identified by their myosin heavy chain isoforms, containing MHCI, MHCIIa, and MHCIIX, respectively [1]. Slow twitch type I fibres have a high oxidative capacity and low glycolytic capacity and contain higher levels of mitochondria that enable longer periods of force generation and fatigue resistance. Fast twitch fibres have a faster, stronger contraction but are quicker to fatigue. Type IIA fibres exhibit high oxidative capacity and intermediate glycolytic capacity, whereas type IIX have a high glycolytic capacity and low oxidative capacity [2]. Muscle tissue is a dynamic organ whose mass can be influenced by physical activity, nutritional status, or disease by modifying the balance between protein synthesis and degradation, leading to measurable changes in muscle fibre size and number, as well as influencing fibre development or leading to fibre type switching. Key regulators of muscle hypertrophy include IGF-1, and testosterone which increase protein synthesis through the Akt-mTor signaling pathway [3,4]. Conversely, muscle atrophy is associated with the activation of the ubiquitin proteasome system that mediates protein degradation, as well as the expression of the atrogenes *MuRF1*, and *MAFbx*, which are activated by FoxO and Smad transcription factors [5]. Anabolic stimuli such as high endurance exercise including running or cycling, for example, have shown associations with increased numbers of type I fibres, whereas high-velocity weight training can cause fibre type shifting to type IIA fibres from type I fibres [2,6]. Conversely, inactivity, bed rest, sarcopenia, and myopathies can negatively influence muscle quality. Sarcopenia, for instance, is characterized by muscle loss in the aging population that affects muscle strength and power and can lead to mobility issues. It is further characterized by a reduced number of satellite cells which play a key role in muscle regeneration, changes to the structure of the sarcoplasmic reticulum, and a loss of mitochondria [7].

Spaceflight poses challenges to muscle physiology through exposure to microgravity, galactic cosmic rays/solar particle events, or the living environment that can contribute to or influence a decline in muscle quality. Microgravity might be the most significant of these variables by facilitating unloading, leading to a well-documented atrophy similar to that induced by inactivity [8]. In fact, early spaceflight missions utilising rats found that spaceflight exposure as short as 4 days led to a decrease in muscle mass. They also found that anti-gravity muscles were particularly affected in this time-frame, along with evidence of slow twitch fibres expressing increased levels of fast myosin heavy chain, suggestive of a slow-to-fast twitch conversion [9]. Results were corroborated in studies of short-term spaceflight (5–11 days), where human vastus lateralis muscles showed fewer type I fibres, reduced fibre cross-sectional areas, increased glycolytic enzymes in type I fibres, and fewer capillaries per fibre [10]. However, further studies revealed a larger impact on type II fibres in longer-duration missions [11]. Such structural changes negatively impact functionality, as short-duration missions can decrease knee extension torque by 12%, increasing to 31% in longer-duration missions [12]. Observations into the mechanisms of reduced muscle mass during spaceflight revealed a translational deficit leading to a reduction in protein synthesis [13]. Studies also show a downregulation of focal adhesions mediating fibre-matrix interactions, and increased antioxidant response in slow twitch fibres, indicating increased oxidative stress [14]. Ground models that have been used to dissect the effects of unloading and radiation have demonstrated that radiation does not sensitise muscle to unloading-related atrophy [15], although, it has been shown that low-dose radiation can lead to muscle remodelling that could impact repair [16]. Similarly, chronic low-dose radiation was found to impact the satellite cells, which is important for muscle regeneration [17].

Current countermeasures against muscle atrophy during space flight entail a 2 h daily resistive exercise regime and while it is generally considered effective, deficits in muscle mass are still observed [18]. Additionally, shielding and minimising time spent in spaceflight remain the only two effective countermeasures for radiation exposure. When it comes to long-term interplanetary space travel, the idea of induced torpor as a countermeasure to the effects of spaceflight has been the topic of much discussion given the evidence that it can provide radio-protective effects [19]; furthermore, while undergoing long periods of inactivity and fasting, muscles of hibernating animals are more resistant to atrophy [20]. The bear represents an excellent model for long-term torpor, due to modest reductions in basal metabolic rate, comparable body mass, and its utilisation of torpor for 5–7 months at a time, comparable to a journey to Mars. Research shows that muscles in black bears resist atrophy through increased ribosome and protein biosynthesis with a downregulation of glycolysis while hibernating [21]. Further studies reveal that bears have the ability to recycle nitrogen from reabsorbed urea, providing a more favourable nitrogen balance for protein synthesis [22]. Moreover, one study showed that atrophy resistance may be conferred through the downregulation of atrophy-related TGF-β signalling and an increase in growth-related BMP signalling pathways.

Zebrafish (*Danio rerio*) represent an excellent model for the study of human disease due to their small size, fast reproductive rates, and ease of husbandry. The human genome shares ~70% of its protein-coding genes with zebrafish and 82% of genes associated with human disease have a zebrafish orthologue [23]. In addition, 86% of 1318 human drug targets have a zebrafish orthologue, making zebrafish an excellent model for characterising the effects of pharmaceutical interventions [24]. Hence, zebrafish models have been used to characterise the basic biology of muscle stem cell formation and maintenance as well as to provide insights on the pathology of muscular dystrophies [25]. In addition, their ectothermic natures enable a low-fidelity model for the study of hypothermic states in comparison to controls as their body temperatures and metabolisms can be easily manipulated with control of their ambient temperatures. We, therefore, investigated the value of zebrafish in replicating the hypothermic state seen in hibernating animals through a cross-species comparison with the hibernating *Ursus arctos horribilis* (brown bear), defining any shared mechanisms of cold tolerance in the muscle; additionally, investigating whether the hypothermic state in zebrafish offered radio-protective effects. We exploited a zebrafish model previously described [26] to lower the metabolism and activity of the zebrafish and performed transcriptomic analysis after exposure to 0.3 Gy of radiation, similar to that which would be experienced by astronauts on a journey to Mars.

## 2. Materials and Methods

### 2.1. Zebrafish Husbandry

Experiments were carried out with adult AB Danio rerio (zebrafish), obtained from the Zebrafish International Resource Center. Adult zebrafish were housed 6 fish per liter of beaker in a 28.5 °C incubator with a 14-h on (bright) and 10-h off (dark) light cycle. They were cared for and bred according to standard breeding practices. A standard Gemma Micro 300 diet (Skretting, Westbrook, ME, USA) was administered every other day. To maintain water viability, any remaining debris was aspirated 20 min after feeding and 75% of the water was replaced with reservoir water daily with the addition of sodium bicarbonate, instant ocean salt, and stress coat to reverse osmosis water to maintain a pH of 7.4. In addition, all beakers that housed the zebrafish were washed and autoclaved prior to use. All procedures were performed under the Institutional Animal Care and Use Committee (IACUC) guidelines (IACUC-2018-00278) of the Medical University of South Carolina (MUSC). All animals were treated humanely and with consideration for relieving suffering.

### 2.2. Development of the Induced Torpor Model and Radiation Protocol

As shown in Table 1, several experimental groups were used to evaluate induced torpor as a radiation countermeasure. We first established a melatonin group (2.8.5-mel) by administering 24 µM melatonin for 10 days to a group of zebrafish maintained at 28.5 °C, which has been cited as an optimal breeding temperature and has been used as a standard temperature for developmental studies [27]. A mixture of melatonin and salt water was added daily to maintain melatonin levels after changing of 75% of water (Cavallo and Hassan, 1995). Melatonin was purchased from Sigma-Aldrich (St. Louis, MI, USA) with a purity of 98% or higher, which was stored in powder form at −20 °C, and dissolved in DMSO before use. A reduced temperature (18.5-Ctrl) group was acclimated to 18.5 °C to constitute a 10 °C reduction in body temperature, over a 4-week period with decrements of 2.5 °C, which has previously been shown to avoid thermal shock [28]. Malek et al., (2004) also demonstrated a successful year-long maintenance of zebrafish acclimated to 18 °C from 28 °C [28]. Similarly, an ‘induced torpor’ group (18.5-mel) was acclimatised to 18.5 °C before administration of 24 µM melatonin for 10 days. We also established a low-dose radiation (28.5 rad) group that were maintained at 28.5 °C and exposed to a total whole-body dose of 32.68 cGy. Radiation exposure occurred at 163.40 cGy /min for 6 s, with a total exposure of 16.34 cGy on the 2nd and 8th days of the experimental timeline. Before radiation exposure, zebrafish were anesthetized with 0.02% tricaine, placed individually in 60 mm × 15 mm Petri dishes in water, and on 3-inch spacers ready for irradiation. Irradiation was performed at MUSC according to IACUC-2018-00278 using a Shepherd model 14,368 irradiator with a cesium-137 radiation source, serial number 8020 (JL Shepherd and Associates, San Fernando, CA, USA). After radiation exposure, the fish were placed in a temporary tank free of tricaine for recovery and returned to the main tank with other fish from the same experimental group. An ‘induced torpor+radiation’ group (18.5-mel-rad) was also set up as shown in Figure 1, where fish were acclimated to 18.5 °C, over a 4-week period, treated with melatonin at the start of the 10-day experimental timeline, and exposed to radiation on the 2nd and 8th days of the timeline. Finally, a control group (28.5-Ctrl) were maintained at an ambient temperature of 28.5 °C without the addition of melatonin or exposure to radiation. All fish were sacrificed on the 10th day of the experimental timeline

### 2.3. RNA Extraction and Sequencing

A section of dorsal muscle was dissected from the zebrafish highlighted in Figure 2 which consists primarily of fast twitch muscle fibres [29]. The miRNeasy Mini kit (Qiagen, Hilden, Germany) was used to extract total mRNA from the muscle. Next, the mRNA seq kit (poly A capture, KAPA RNA hyper) was used to prepare mRNA libraries (Roche, Indianapolis, IN, USA), taking 100 ng of total RNA from the muscle and following the manufacturer’s protocol. RNA sequencing (RNAseq) was performed at the Queen’s University Belfast, Genomics Core Technology Unit on an Illumina Next SEQ 2000 instrument, and sequenced to a minimum depth of 50 million reads using a forward stranded PE50 strategy.

### 2.4. RNA-Seq Data Processing and Differential Gene Expression

Read quality was assessed using FastQC [30]. STAR aligner [31] aligned reads to the zebrafish genome (GRCz11) and HTSeq [32] extracted read counts per transcript. DESeq2 [33] was used to determine differentially expressed genes (DEGs) in experimental groups versus the control group. A principal component analysis (PCA) plot was generated to show the clustering of samples based on similarity (Figure 3). An FDR-adjusted *p*-value was applied to DEGs for use in downstream analysis, calculated using the Benjamini-Hochberg procedure [34]. Ensembl human orthology [35] was utilised to append human orthologues to analogous zebrafish gene IDs, to take advantage of the better annotation of human genes, as established by Huff et al., [36]. In order to validate our model of induced torpor in the zebrafish we compared it to torpor utilised naturally by *Ursus arctos horribilis* (grizzly bear). We obtained transcriptomic data from the muscle of six active and hibernating bears from Genbank BioProject PRJNA413091 and generated DEGs following the pipeline outlined above.

### 2.5. Pathway Analysis

Over-representation analysis (ORA) was carried out on up or downregulated human orthologue DEGs using ToppFunn [37] to define enriched biological processes and KEGG pathways. Similarly, iPathwayGuide (Advaita Bioinformatics, Ann Arbor, MI, USA) [38] was used to perform pathway impact analysis, which utilises pathway topology to consider the positions and interactions between genes in each pathway as well as the type of interaction and the function of each gene, to help reduce false positives. STRING [39] was used to generate protein interaction networks, and g:Profiler [40] and EnrichmentMap [41] determined gene-set clusters using Cytoscape v3.9.1 [42].

### 2.6. DNA Damage Assay

DNA was extracted from the muscle of each experimental group including the control using the QIAamp DNA Micro Kit according to the protocol. DNA was then digested using nuclease P1 according to the manufacturer’s instructions and the pH was adjusted to 7.5–8.5 using 1M Tris. The levels of 8-hydroxy-2-deoxyguanosine (8-OHdG) were measured using the 8-OHdG ELISA kit (ab201734, Abcam) following manufacturer’s instructions. Absorbance values were measured using a CLARIOstar microplate reader and a standard curve was used to determine 8-OHdG concentrations. F-tests were performed to test for equal variance within populations and t-tests were performed to test for significance.

### 2.7. Gene Expression Validation

A reverse transcriptase reaction was set-up using a concentration of 0.1 µg of RNA constituted in 20 µL of nuclease-free water from 2 biological replicates in: 28.5-ctrl, 28.5-rad, 18.5-mel, 18.5-mel-rad. To synthesise cDNA, 1 µL of iScript Reverse transcriptase was added to the reaction tube along with 4 µL of iScript Reverse Transcription Supermix (Bio-Rad) and samples were placed in a thermocycler following the protocol in Table S1. The resulting cDNA (2.4 ng, 2.4 µL) was used in the qPCR reactions in quantifying gene expression with the addition of exon spanning primers (1.6 µL of forward and reverse primers) designed using Primer-Blast [43] and shown in Table S2. Next, 10 µL of SYBR Green qPCR was added to the reaction tube (ThermoFisher, Waltham, MA, USA) and 6 µL of nuclease-free water was added to make a final volume of 20 µL. The plate was assayed using a Roche LightCycler 480 Instrument II (Roche Diagnostics, Rotkreuz, Switzerland) using the protocol described in Table S3. The relative mRNA expression was determined against *actn2b* and *gapdh* reference genes for normalisation and values for the experimental groups (28.5-rad, 18.5-mel, 18.5-mel-rad) were compared with values from the control group (28.5-ctrl). Finally, T-tests were used to test for significance and the results were plotted using GraphPad Prism 8.4.3 (San Diego, CA, USA).

## 3. Results

### 3.1. Exposure to Low Dose Radiation in the Muscle Decreases DNA Repair Processes

To define the impact of low-dose radiation in fast twitch muscle we performed differential expression analysis (DEA) of the radiation group versus the control group (28.5-rad vs. 28.5-Ctrl). It revealed an upregulation of 50 DEGs and downregulation of 99 DEGs (*q* ≤ 0.4) (Table S4) that were subject to ORA and impact analysis (Tables S5 and S6). 

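The muscle RNA of 10 fish was sequenced, 2 from the control group, 3 from the radiation group, 2 from the induced torpor group and 3 from the induced torpor+radiation group. Table 1 of the paper gives 6 fish per group, and values are reported here over the 10 sequenced fish. In the sample labels, the codes of the 2 control and 3 radiation fish begin with F and those of the 2 torpor fish with M, while torpor+radiation has 2 M and 1 F, and the labels and the paper's text do not explain the codes. The control and radiation groups were kept at 28.5 °C and the others at 18.5 °C with 24 µM melatonin over an experiment of 10 days. The methods of the paper state a whole-body dose of 32.68 cGy, while its Table 1 and the sample labels give 32.64 cGy. The authors aligned the reads to the GRCz11 zebrafish genome with STAR, counted them with HTSeq and fitted DESeq2 to the 4 groups together. Their 3 deposited tables compare each treated group with the control and give, per gene, the mean normalized count over all fish (baseMean), the log2 fold change with its standard error, the p-value of the Wald test and the adjusted p-value. The tables hold no values per fish, so the total count of each library is not known here, and the paper states only a minimum depth. Genes were counted over the 9411 zebrafish genes with a one-to-one human orthologue that all 3 tables list. From baseMean and the 3 fold changes, the mean normalized count of each group was calculated, and from the standard errors the dispersion of each gene, which gave a Wald test for pairs of groups that the tables do not compare. Standard errors recalculated in this way were 0.997 times the deposited ones for radiation and 1.01 times for torpor, as medians over 6504 genes with baseMean of at least 10. With 2 control fish, the precision was low, with a median standard error of 0.43 on the log2 scale in the authors' deposited table of radiation. The median log2 fold change over genes with baseMean of at least 50 was 0.11 in that table, and a gene near that value moved with the typical gene.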

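Of the 7616 one-to-one genes with an adjusted p-value in the authors' deposited table, 381 had an unadjusted p under 0.05, which is 5.00% of them, where no effect at all gives 5%. The 50 higher and 99 lower genes were recovered at the adjusted p-value of 0.4 or less, and 32 of the 99 had a baseMean under 10. In 44 of the 99, the recovered mean of the radiation group was at or under 3 normalized counts, and the median log2 fold change of the 99 was -3.09 as fitted and -2.37 with means held at that floor. The number of genes depended most on the reference distribution, since a t distribution with 6 degrees of freedom (10 fish less 4 groups) in place of the normal one left 0 genes, with 167 at an unadjusted p under 0.05. A second estimate of the radiation response, which uses no control fish, is the induced torpor+radiation group against the induced torpor group. Among the 114 called genes with baseMean of at least 10, 46 changed in the same direction in that contrast and 0 reached an adjusted p of 0.1. These 46 were 11 of the 47 higher genes, whose median there was -0.34, and 35 of the 67 lower genes, with -0.04. At an unadjusted p under 0.05, 5 of the 114 changed in the same direction and 14 in the opposite one. Across 6504 genes, which are not independent replicates, the 2 estimates had a Pearson's r of -0.02. The higher gene with the smallest p was *TCAP* (ENSDARG00000007344), at a log2 fold change of 2.09 (standard error 0.46, adjusted p = 0.0011) in the authors' deposited table, with recovered means of 1282 normalized counts in the control and 5473 after radiation. Next came *MAPKAPK3*, *XPO1*, *CREM* and *CEBPD*. In torpor without radiation, *TCAP* lay at 4717 normalized counts. The lower gene with the smallest p was *H1-8*, a linker histone gene of oocytes, followed by *TUBA4B*, *CCNA2*, *NASP* and *CCNB2*.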

ORA of the *upregulated* genes returned gene-sets related to DNA transcription factor activity (GO:0140297, GO:0001216) involving transcription factors with roles in stress response (*AFT3*) [44], immune response (*IRF1*, *CEBPD*) [45,46], and differentiation and regeneration (*MYOD1*, *STAT3*, *MEF2D*) [47,48,49]. 

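*ATF3* rose from a recovered mean of 10.5 normalized counts in the control to 43.6 after radiation, *IRF1* from 22.2 to 68.9 and *CEBPD* from 250.0 to 745. The log2 fold changes in the authors' deposited table were 2.05 (standard error 0.63, adjusted p = 0.097) for *ATF3*, 1.64 (standard error 0.49, adjusted p = 0.070) for *IRF1* and 1.58 (standard error 0.44, adjusted p = 0.038) for *CEBPD*. For the factors of differentiation, the authors' deposited table gives 0.98 (standard error 0.33, adjusted p = 0.19) for *MYOD1* (ENSDARG00000030110), 0.90 (standard error 0.35, adjusted p = 0.39) for *STAT3* (ENSDARG00000022712) and 0.58 (standard error 0.23, adjusted p = 0.39) for *MEF2D*. With log2 fold changes centred on the median gene, *MYOD1*, *STAT3* and *MEF2D* no longer reached an adjusted p of 0.4. *MYOD1* was also higher in torpor, where the authors' deposited table gives 1.35 (standard error 0.36, adjusted p = 0.0064), against the same control fish. Without them, in induced torpor+radiation against radiation, it differed by 0.36 (standard error 0.29, adjusted p = 0.48 from the Wald test with Benjamini-Hochberg adjustment). The 7 genes that Table S5 lists under DNA-binding transcription activator activity had a median log2 fold change of 1.58 in the comparison in which they were found. The same genes, in induced torpor+radiation against induced torpor, had a median of -0.46 with 1 of 7 higher, which placed them at percentile 0.1 among 10000 random lists of the same size matched on baseMean. The radiation by torpor interaction, which tests whether the response differed between the temperatures, was -2.20 (standard error 0.62, adjusted p = 0.091 from the Wald test with Benjamini-Hochberg adjustment) for *CEBPD*.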

A protein interaction network (PPI) was generated using genes in the transcription factor activity gene ontology (GO) term (GO:0001216), revealing a protein interaction between *STAT3* and *MYOD1* (Figure 4C). Furthermore, gene-sets related to the phenotypes controlled by the transcription factors were enriched, namely, response to steroid hormone signalling (GO:0071383, GO:0032870) (Figure 4A2) and the pro-inflammatory NF-kappaB and IL-6 signalling pathways (137932, M183). Additionally, muscle cell development, differentiation and cell fate determination, as well as muscle cell proliferation (GO:0007517, GO:0035914 GO:0001709, GO:1904707) were enriched (Figure 4A3), indicating muscle remodelling in response to insult. This was accompanied by upregulation of myosin filament assembly and organisation (GO:0031034 GO:0031033). 

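For the cellular response to hormone stimulus, Table S5 lists 10 genes, whose median log2 fold change was 1.35 after radiation, 1.01 in torpor and 0.91 in induced torpor+radiation, all against the same control fish. Without the control, in induced torpor+radiation against induced torpor, it was -0.39, with 2 of 10 genes higher. The IL-6 pathway rested on 3 genes with a median of 1.58 after radiation and -0.59 in that second contrast, where 0 of 3 were higher. A list of JAK-STAT genes holds 17 genes with baseMean of at least 10, of which 14 were higher after radiation, with a median log2 fold change of 0.28 (percentile 98.9). Of them, 1 was higher at an adjusted p of 0.4 when adjusted over the list alone and 1 when adjusted over all genes tested. Glucocorticoid target genes had a median of 0.52 (percentile 100), and 6 of them were higher when adjusted over the list alone, against 3 over all genes tested. In induced torpor+radiation against induced torpor the JAK-STAT list lay at 0.07 (percentile 72.7) and the glucocorticoid targets at -0.37 (percentile 0). Among the latter, *KLF9* had recovered means of 48.2 normalized counts in the control and 200.1 after radiation.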

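Muscle organ development rested on 7 genes of Table S5 with a median log2 fold change of 1.42 after radiation. All 7 were also higher in torpor without radiation, with a median of 0.96, and 6 of 7 were higher in induced torpor+radiation. Their median in induced torpor+radiation against induced torpor was -0.01, at percentile 35.3 of random lists matched on baseMean, so that a difference from other genes was not detectable there.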

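Table S5 lists 2 genes under skeletal muscle myosin thick filament assembly, which were higher after radiation by a median log2 fold change of 1.34 and in torpor by 0.98. In contrast, a list of 16 sarcomere genes with baseMean of at least 10 had a median of -0.16 (percentile 0), with 13 genes lower and 3 higher. When adjusted over the list alone, 2 of these were higher and 2 lower at an adjusted p of 0.4, and 1 was called higher over all genes tested.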

Enrichment of metabolic genes suggests changes to organic and carboxylic acid metabolism (GO:0006082 GO:0019752), as well as the negative regulation of RNA metabolic processes (GO:0051253), while anabolic genes relating to protein translation were also enriched (GO:0006418, GO:0043038).

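For organic acid metabolism, the 10 genes of Table S5 had a median log2 fold change of 1.06 after radiation and 0.08 in induced torpor+radiation against induced torpor, at percentile 68.7. Translation rested on 3 aminoacyl-tRNA synthetase genes, with medians of 0.99 after radiation and 1.23 in torpor. Among all 15 cytosolic and mitochondrial aminoacyl-tRNA synthetase genes with baseMean of at least 10, 14 were higher after radiation and the median was 0.31 (percentile 98.7). Of these, 5 were higher when adjusted over the list alone and 3 over all genes tested (Fisher's exact test against all genes tested, p = 1.1e-04, 0.0015 after Benjamini-Hochberg adjustment over 162 such tests). The same list had a median of 0.00 in torpor and 0.02 in induced torpor+radiation, where 5 and 4 of 15 genes were called higher (Fisher's exact test, adjusted p = 0.015 and 0.18).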

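After radiation, *EME1* fell to a recovered mean of 0.714 normalized counts from 14.3 in the control, and *RAD51C* to 0.19 from 5.49, so that both lay at or under 3 counts there and their fitted fold changes give no bound. The log2 fold changes in the authors' deposited table were -4.32 (standard error 1.68, adjusted p = 0.38) for *EME1* and -4.85 (standard error 1.81, adjusted p = 0.32) for *RAD51C*. *PRKDC* had more counts, with 56.1 in the control and 25.2 after radiation, and the authors' deposited table gives -1.15 (standard error 0.40, adjusted p = 0.23). In torpor without radiation, *EME1* lay at 1.26 and *RAD51C* at 0.402 normalized counts, while *PRKDC* lay above the control, at 70.7. In induced torpor+radiation *EME1* lay at 2.18, *RAD51C* at 5.65 and *PRKDC* at 95.7. The 9 genes that Table S5 lists under the DNA Repair pathway had a median of -4.32 after radiation and -3.50 in torpor, with 8 of 9 lower in torpor. Without the control, in induced torpor+radiation against induced torpor, 2 of 9 were lower and the median was 0.79 (percentile 98.9). A wider list of DNA repair genes held 51 genes with baseMean of at least 10 and had a median of -0.17 (percentile 2.79) after radiation. In that list, 6 of 63 tested genes were called lower (Fisher's exact test, adjusted p = 0.0019) and 7 when adjusted over the list alone. With no filter on baseMean the median was -0.43, the setting that moved it most.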

Surprisingly, ORA of *downregulated* genes revealed enrichment of a response to DNA damage and DNA damage checkpoint signalling (GO:0042770 GO:0044774), as was also true for DNA Double-Strand Break Repair (1309095) and DNA Repair pathways (1270350) in which genes such as *EME1*, *PRKDC*, and *RAD51C* were downregulated. In addition, genes related to telomere maintenance were downregulated (GO:0000723 GO:0016233 GO:0032200). 

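Telomere maintenance rested on 5 genes with a median log2 fold change of -4.85 after radiation. Unirradiated torpor fish had 4 of them lower, with a median of -2.69, and in induced torpor+radiation 3, with -1.28. Between induced torpor+radiation and induced torpor the median was 0.23 (percentile 63.8 of random lists), which is within the spread of lists of that size.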

Several cell cycle/division GO terms were also downregulated (GO:0000278 GO:0000279 GO:0051301) (Figure 4B1), as were proliferative pathways such as the Aurora B and FOXM1 signalling pathways (138080, M176) involving genes such as *CCNA2*, *CCNB1*, *CCNB2*, and *AURKA*. qPCR analysis of *AURKA* (*p* = 0.004) and *CCNA2* (*p* = 0.02) showed a significant downregulation in comparison to the control group (28.5-Ctrl)(Figure 4D). 

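*CCNA2* (ENSDARG00000011094) had a log2 fold change of -5.40 (standard error 0.95, adjusted p = 6.2e-06) in the authors' deposited table, *CCNB1* -4.66 (standard error 0.84, adjusted p = 1.2e-05), *CCNB2* -5.18 (standard error 0.93, adjusted p = 1.1e-05) and *AURKA* -4.79 (standard error 1.58, adjusted p = 0.16). Recovered means fell from 59.2 normalized counts in the control to 1.4 for *CCNA2*, from 153 to 6.06 for *CCNB1*, from 75.9 to 2.09 for *CCNB2* and from 19.7 to 0.711 for *AURKA*. Except for *CCNB1*, the means after radiation were under 3 counts, where a fitted fold change gives no bound. In the unirradiated torpor group the same genes lay at 4.02, 8.2, 1.6 and 1.2, in the same order. The mitotic cell cycle term rested on 28 genes, of which 4 are on a list of oocyte genes, with a median of -4.45 after radiation, -2.69 in torpor and -2.24 in induced torpor+radiation. The Aurora B and FOXM1 pathways rested on 4 genes each, with medians of -3.90 and -5.29. A list of cell cycle genes held 30 genes with baseMean of at least 10, of which 27 were lower, and its median was -1.46 (percentile 0). Among tested genes of that list 17 of 58 were called lower (Fisher's exact test, adjusted p = 4.3e-17), and 42 when adjusted over the list alone. The median stayed at -1.46 with means held at 3 counts or more. In torpor the list had a median of -0.97 (percentile 0).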

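For microtubule cytoskeleton organisation, Table S5 lists 13 genes with a median log2 fold change of -4.06 after radiation. In torpor 13 of 13 were lower too, with a median of -2.69, and in induced torpor+radiation 12, with -2.42. *TUBA4B* had a log2 fold change of -4.58 (standard error 0.79, adjusted p = 4.0e-06) in the authors' deposited table, with 119.8 normalized counts in the control, 5.02 after radiation and 7.97 in torpor.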

The cytoskeleton, which plays an important role in morphology and cell division, was perturbed, with enrichment of microtubule and spindle organisation genes (GO:0000226 GO:0007051). Also enriched using the downregulated genes were terms related to the regulation of ubiquitin protein ligase activity (GO:1904666), accompanied by the positive regulation of both protein metabolism and translation (GO:0032270, GO:0045727). Moreover, the results show decreased fibroblast proliferation (GO:0048144), as well as genes connected with oogenesis and oocyte development, suggesting changes in female reproductive processes. 

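Regulation of ubiquitin protein ligase activity rested on 3 genes, with a median log2 fold change of -4.06 after radiation and -2.09 in torpor. Positive regulation of protein metabolism rested on 19 genes with a median of -3.06 after radiation, and 16 of these were lower in torpor (median -1.76). With the control left out, in induced torpor+radiation against induced torpor, 7 of the 19 were lower and the median was 0.44 (percentile 99.54).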

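The 5 genes of fibroblast proliferation had a median log2 fold change of -2.03 after radiation and -1.57 in torpor. Of a list of oocyte genes, partly drawn from genes seen in the paper's supplementary tables, 12 had baseMean of at least 10, 11 were lower after radiation and the median was -4.76 (percentile 0). Over all genes tested, 11 of 19 members were called lower (Fisher's exact test, adjusted p = 5.7e-15), and 12 when adjusted over the list alone. With means held at 3 normalized counts or more, the median was -4.29. Of the members that the supplementary tables do not name, 15 had a mean of at least 3 counts in any of the 4 groups, a filter chosen after seeing the data. With means held in that way their median was -1.09 (percentile 0) and 13 were lower and 2 equal, while the 3 with baseMean of at least 10, a filter that drops genes high in the control alone, had -0.27. The recovered mean of *H1-8* was 260.4 normalized counts in the control, 8.83 after radiation, 6.39 in torpor and 3.48 in induced torpor+radiation. *ZAR1* had 111, 1.45, 2.31 and 0.965 in the same order, and *KPNA7* 76.9, 1.04, 2.73 and 0.174. These genes were thus low in all groups other than the control, the unirradiated torpor group included.

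**Figure D1:**
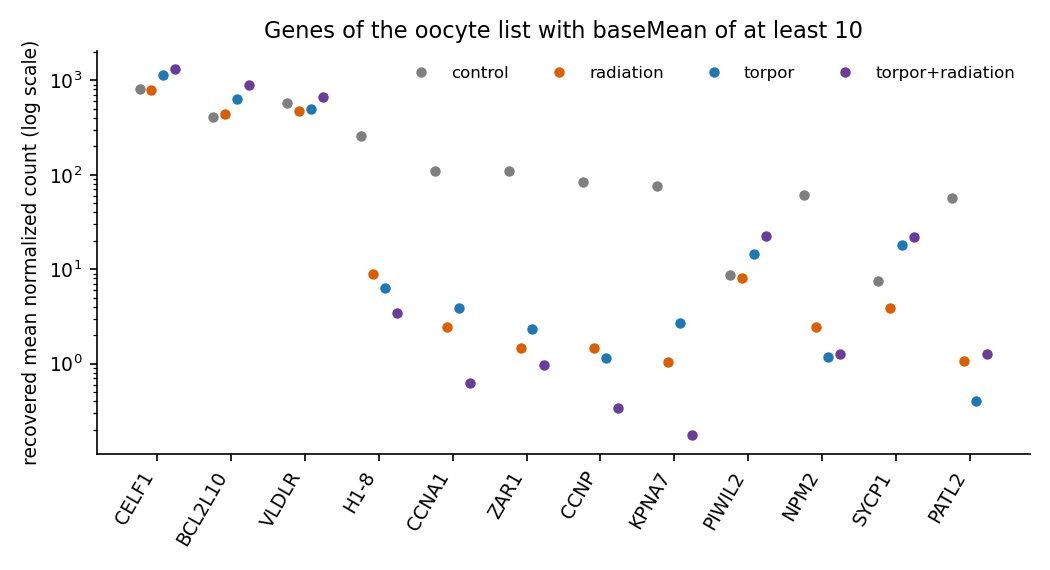
Recovered mean normalized count, on a log scale, of each gene of the oocyte list with baseMean of at least 10 in the control, radiation, torpor and torpor+radiation groups. Each point is 1 gene in 1 group, with no error bar since the tables hold no values per fish; 7 genes lie above 50 in the control and under 10 in the other groups.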

An EnrichmentMap was generated using up and downregulated genes, shown in Supplementary Figure S1.

### 3.2. Induced Torpor in Zebrafish Leads to Increased Mitochondrial Gene Expression in Zebrafish Muscle

To determine how temperature+melatonin (induced torpor) affects the muscle transcriptome, DEA of the torpor group vs control (18.5-mel vs. 28.5-Ctrl) was performed revealing the upregulation of 469 and downregulation of 271 DEGs (*q* ≤ 0.1) (Table S7) that were subject to ORA and impact analysis (Tables S8 and S9). In contrast to the previously reported decrease in expression of metabolic genes in the gastrointestinal tract and liver [26,50], ORA of upregulated genes enriched metabolic processes in the muscle, such as cellular respiration (GO:0045333), electron transport chain (ETC) (GO:0022900), and oxidative phosphorylation (GO:0006119) involving *SDHC*, *COX4I1*, and *COX11*. qPCR analysis of *COX4I1* expression found a non-significant (*p* = 0.08) increase in comparison to controls (18.5-mel vs. 28.5-Ctrl) (Figure 5D). Also upregulated were mitochondrial gene expression (GO:0140053), and translation (GO:0032543) (Figure 5A1), involving *TFAM*, and *MRPL51*, respectively. 

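The torpor comparison sets 2 fish against 2 control fish. Supplementary Tables S7 and S10 carry titles that disagree with their sheet names about which of them holds torpor, and group sizes settle it. Over 389 genes with baseMean of at least 1000, standard errors for radiation were 0.913 times those of the torpor table, where 3 against 2 fish give 0.913. In the authors' deposited table, 469 one-to-one genes were higher and 271 lower at an adjusted p of 0.1, of 7069 tested, and 1413 (20%) had an unadjusted p under 0.05. Counting zebrafish genes of every homology type gave 1264. The largest shift came from a t distribution with 6 degrees of freedom, under which 0 genes passed and 829 had an unadjusted p under 0.05. Induced torpor+radiation against radiation gives a second estimate of the torpor response in 6 other fish, with a Wald test added after the data were seen. Of 727 called genes with baseMean of at least 10, 689 (94.8%) changed in the same direction there, 473 with an unadjusted p under 0.05 and 384 with an adjusted p of 0.1 or less. The 469 higher genes had a median log2 fold change of 1.36 in torpor and 0.88 in the second estimate, and the 258 lower genes -1.40 and -0.87. Pearson's r across genes, which are not independent replicates, was 0.57. The 5 higher genes with the smallest p were *SLC6A9*, *THNSL2*, *HSD11B2*, *APEX1* and *FKBP5*, and the lower ones *H1-8*, *PLCH2*, *EIF4A2*, *AMPD1* and *LARP6*. *SLC6A9* had a log2 fold change of 3.68 (standard error 0.32, adjusted p = 3.8e-26) in the authors' deposited table and 2.40 (standard error 0.27) in the second estimate. *EIF4A2* fell from 1466 to 239 normalized counts, and from 1520.0 after radiation to 297 in induced torpor+radiation.

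**Figure D2:**
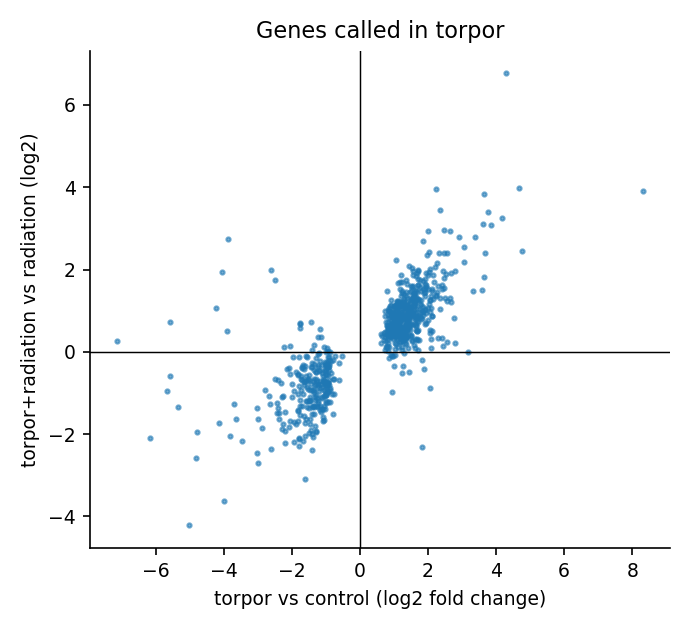
Genes called in torpor with baseMean of at least 10, with the log2 fold change of torpor against control on the x axis and of induced torpor+radiation against radiation on the y axis. Each of the 727 points is 1 gene, the 2 axes share no fish, and 689 points have the same sign on both axes.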

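*COX4I1* (ENSDARG00000032970) had a log2 fold change of 0.72 (standard error 0.27, adjusted p = 0.075) in torpor in the authors' deposited table, *SDHC* 0.84 (standard error 0.33, adjusted p = 0.094) and *COX11* 1.46 (standard error 0.51, adjusted p = 0.053). The recovered mean of *COX4I1* was 7505 normalized counts in the control and 12373 in torpor. With fold changes centred on the median gene, which lay at 0.10 in torpor over genes with baseMean of at least 50, *COX4I1* and *SDHC* no longer reached an adjusted p of 0.1. The 18 genes of cellular respiration in Table S8 had a median of 1.13 and, in induced torpor+radiation against radiation, of 0.64, with 17 of 18 higher and 14 at an unadjusted p under 0.05. For the electron transport chain, 14 of 15 genes were higher in that contrast, and for oxidative phosphorylation 16 of 17, with a median of 0.72 against 1.24 in torpor. Over all 48 nuclear genes of the respiratory chain and ATP synthase with baseMean of at least 10, the median in torpor was 0.34 (percentile 99.83), with 40 genes higher. Of these, 9 were higher when adjusted over the list alone and 6 over all genes tested. After radiation without cooling, against the same control fish, the list lay at 0.26 (percentile 99.8), with 45 of 48 genes higher. In the second contrast the list lay at 0.14 (percentile 92.8).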

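*TFAM* had a log2 fold change of 0.83 (standard error 0.29, adjusted p = 0.054) in the authors' deposited table and *MRPL51* 1.66 (standard error 0.56, adjusted p = 0.044). The difference between induced torpor+radiation and radiation was 0.56 (standard error 0.24, adjusted p = 0.10 from the Wald test with Benjamini-Hochberg adjustment) for *TFAM* and 0.53 (standard error 0.46) for *MRPL51*. With torpor fold changes centred on the median gene, the adjusted p of *TFAM* rose above 0.1. The 33 genes of mitochondrial gene expression had a median of 1.21 in torpor and 0.68 in that second contrast, where 32 were higher. A list of 65 mitochondrial ribosomal protein genes had a median of 0.80 (percentile 100), with 59 genes higher and a quartile range from 0.54 to 1.10. Of them, 22 were called over all genes tested (Fisher's exact test, adjusted p = 2.5e-09) and 37 when adjusted over the list alone. This list also lay above the control after radiation without cooling, at 0.35 (percentile 100), with 63 of 65 genes higher. Its median in the second contrast was 0.41 (percentile 99.98). The cytosolic ribosomal protein genes, 60 in number, had a median of 0.02 (percentile 47.7).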

We know that muscle mass is affected by an imbalance in protein synthesis and degradation. Despite the reduced activity, we report both an upregulation of several ribosome genes (GO:0042254), supplemented by biosynthesis of amino acid pathways involving the *ASNS* gene, pointing to increased protein synthesis; as well as proteasomal degradation pathways (M10680) involving *PSMD4*, *PSMD8*, and *PSMC3*, (Figure 5C), along with amine, and aspartate metabolism (GO:0009308, GO:0009066). 

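For ribosome biogenesis, Table S8 lists 35 genes with a median log2 fold change of 1.41 in torpor. Set against radiation, 33 of these were higher in induced torpor+radiation, 24 at an unadjusted p under 0.05, with a median of 0.82. A list of 47 genes of RNA polymerase I and III and ribosome biogenesis had a median of 0.81 (percentile 100), with 17 called higher (Fisher's exact test, adjusted p = 8.1e-08) and 24 when adjusted over the list alone. *ASNS* had a log2 fold change of 2.09 (standard error 0.57, adjusted p = 0.0069) in the authors' deposited table, and 0.30 (standard error 0.46) in the second contrast. For the proteasome, the authors' deposited table gives 1.39 (standard error 0.37, adjusted p = 0.0061) for *PSMD8* and 1.25 (standard error 0.37, adjusted p = 0.017) for *PSMC3*. *PSMD4* has 2 zebrafish copies, and the authors' deposited table gives 1.43 (standard error 0.35, adjusted p = 0.0019) for *psmd4b* and 0.37 (standard error 0.32, adjusted p = 0.56) for *psmd4a*. All 28 proteasome genes with baseMean of at least 10 had a median of 0.85 (percentile 100), with 25 higher, 11 called over all genes tested and 15 over the list alone. Radiation without cooling gave them a median of 0.35 (percentile 99.97) against the same control fish, with 26 of 28 higher. Their median in the second contrast was 0.43 (percentile 99.69).

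**Figure D3:**
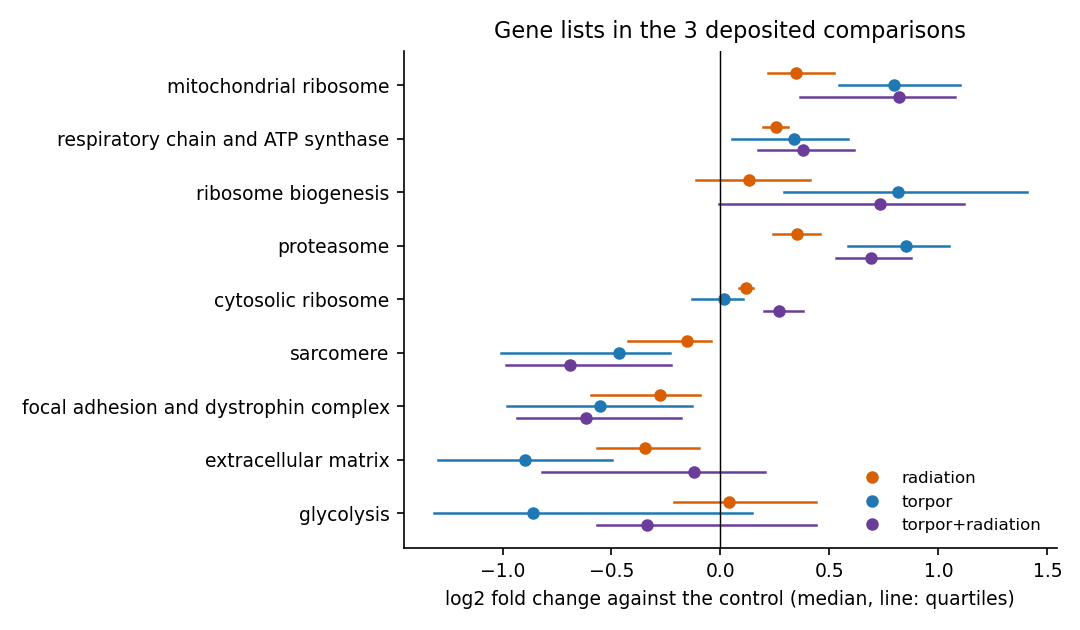
Median log2 fold change against the control, with quartiles as lines, of 9 gene lists in the radiation, torpor and torpor+radiation groups, over members with baseMean of at least 10. In torpor the proteasome list lies at 0.85, the mitochondrial ribosome list at 0.80 and the extracellular matrix list at -0.90.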

In agreement, qPCR analysis of *PSMD8* found a significant (*p* = 0.01) increase in expression (Figure 5D). It has been established that ketones act as an alternative energy source in response to fasting [51], in cold-adapted rats [52], and in the hearts and brains of hibernating ground squirrels (*Spermophilus beldingi*) [53]. 

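For cellular ketone metabolism, Table S8 lists 20 genes, of which 11 are proteasome subunits. Their median log2 fold change was 1.29 in torpor and 0.60 in induced torpor+radiation against radiation, with 19 of 20 higher and 8 at an unadjusted p under 0.05 in the second contrast.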

Here, we also report increased ketone metabolism in the cold-acclimated zebrafish (GO:0042180). Additionally, cold acclimation at 18 °C significantly reduces oxygen consumption in zebrafish [54], consistent with enrichment of the hypoxia response (GO:0001666). 

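The response to hypoxia rested on 26 genes in torpor, 11 of them proteasome subunits, with a median log2 fold change of 1.14 and, in induced torpor+radiation against radiation, 0.55. A list of hypoxia target genes without proteasome subunits held 14 genes with baseMean of at least 10, of which 7 were higher and 7 lower in torpor. Its median was 0.08 (percentile 57). Over all genes tested, 0 of its genes were called higher and 0 lower, and at an unadjusted p under 0.05 0 were higher and 2 lower. In induced torpor+radiation against radiation the list lay lower, at -0.42 (percentile 1.19). The direction of the median in torpor flipped to -0.02 with fold changes centred on the median gene.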

Hypoxia has been shown to generate reactive oxygen species (ROS) in skeletal muscle, which could explain the enrichment of oxidative stress (GO:0006457) and the S-adenosylmethionine metabolic processes (GO:0046500) that regulate glutathione synthesis. In addition, the enrichment of pathways related to the DNA damage response (1269744), regulation of cell cycle (GO:1901987), and the regulation of apoptosis (1270295), are characteristic of cellular stress mechanisms. This may be linked to the enrichment of immune-related gene-sets like the innate immune response (GO:0045088), or biological processes such as T-cell receptor signalling pathways (GO:0050852). 

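In Table S8 the response to oxidative stress rested on 27 genes, none of them on the proteasome list, with a median log2 fold change of 1.34 in torpor. All 27 were higher in induced torpor+radiation against radiation, with a median of 0.95. S-adenosylmethionine metabolism rested on 4 genes with medians of 1.96 and 1.73, and 4 of these had an unadjusted p under 0.05 in the second contrast. A list of 19 antioxidant genes had a median of 0.49 (percentile 96.9) in torpor, with 4 genes called higher and 15 in the higher direction, and of 0.46 (percentile 98.9) in the second contrast. *GPX4*, which had the smallest p of this list, rose from a recovered 569.6 normalized counts in the control to 1302 in torpor.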

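The p53-dependent DNA damage checkpoint rested on 12 genes, of which 11 are proteasome subunits, and the regulation of apoptosis on the same 11 subunits alone. Regulation of cell cycle phase transition rested on 26 genes including these 11. Median log2 fold changes in torpor were 1.12, 1.07 and 1.16 in that order. The medians in induced torpor+radiation against radiation were 0.50, 0.49 and 0.55.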

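Regulation of the innate immune response rested on 18 genes and T cell receptor signalling on 15, and the proteasome subunits make up 11 of each. Both sets had a median log2 fold change of 1.16 in torpor. A list of 14 leukocyte genes with baseMean of at least 10 had a median of -0.57 (percentile 0.64), with 10 genes lower, 0 when adjusted over the list alone and 0 over all genes tested, and 0 were lower at an unadjusted p under 0.05.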

An EnrichmentMap showing upregulated gene-sets is displayed in Supplementary Figure S2.

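In torpor, 18 genes that Table S8 lists under muscle contraction were lower, with a median log2 fold change of -1.27. Set against radiation, induced torpor+radiation had 17 of 18 lower, 11 at an unadjusted p under 0.05, with a median of -0.91. Over a list of sarcomere genes the median in torpor was -0.46 (percentile 0.27), 14 of 16 genes were lower and 5 were called lower, with 6 when adjusted over the list alone. Against radiation the list lay at -0.51 (percentile 0.37) in induced torpor+radiation.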

ORA using *downregulated* genes revealed GO terms such as muscle contraction (GO:0006936) and synaptic activity (GO:0060025) consistent with the previously reported decrease in locomotion in this model [26]. During muscle contraction, the release of acetylcholine from motor neurons causes a depolarisation of the muscle membrane leading to an influx of calcium ions, initiating a further release of calcium ions from the sarcoplasmic reticulum. These calcium ions bind to the troponin-tropomyosin complex on the actin filaments and initiate the process of muscle contraction. 

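*ERP44*, *PKD2*, *DMD* and *CASQ2* are the 4 genes that Table S8 lists under muscle contraction by calcium ion signalling. In the authors' deposited table of torpor, *ERP44* had a log2 fold change of -1.27 (standard error 0.27, adjusted p = 2.2e-04), *PKD2* -1.50 (standard error 0.52, adjusted p = 0.050) and *CASQ2* -1.36 (standard error 0.43, adjusted p = 0.026). Between induced torpor+radiation and radiation the differences were -1.32 (standard error 0.22) for *ERP44*, -0.70 (0.43) for *PKD2* and -1.34 (0.35) for *CASQ2*, with adjusted p of 3.7e-07, 0.32 and 0.0031 from the Wald test.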

Here, however, we note the downregulation of muscle contraction by calcium ion signalling (GO:0010882) involving the downregulation of genes such as *ERP44*, *PKD2*, *DMD*, and *CASQ2* which might impact intracellular calcium concentrations. Studies have shown that PKD2 binds with RyR2, a Ca^2+^ release ion channel on the sarcoplasmic reticulum, and inhibits Ca^2+^ release, with PKD2 knockout studies demonstrating increased Ca^2+^ oscillations and reduced levels of SR luminal Ca^2+^ [55]. Similarly, *CASQ2* encodes a protein that forms a complex with RyR2, were protein tetramers can bind up to 40 Ca^2+^, acting as a Ca^2+^ buffer that promotes reuptake into the sarcoplasmic reticulum [56]. Moreover, we note the downregulation of *DMD*, a gene encoding the dystrophin protein. 

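*DMD* (ENSDARG00000008487) had a log2 fold change of -1.11 (standard error 0.38, adjusted p = 0.049) in torpor in the authors' deposited table. Its recovered mean was 2902 normalized counts in the control, 2459.9 after radiation, 1344 in torpor and 1121 in induced torpor+radiation. The contrast of induced torpor+radiation with radiation gave -1.13 (standard error 0.31, adjusted p = 0.0055 from the Wald test with Benjamini-Hochberg adjustment).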

Deficiencies in *DMD* are known to cause Duchenne muscular dystrophy, a disease found to be associated with increased intracellular Ca^2+^ concentrations [57], as the DMD protein acts as scaffolding for calcium ion channels and is therefore involved in regulating calcium ion homeostasis [58].

The malleability of the ECM means that it is sensitive to disuse [59], with hind-limb suspension models in rats showing decreases in collagens and increases in matrix metalloproteinases [59]. 

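*COL1A1*, *TNC*, fibronectin (*FN1*) and *COL6A6* have no one-to-one row, so their zebrafish copies are given from the torpor table, and reads of near-identical copies could be split by the authors' counting. The log2 fold change in the authors' deposited table was -2.56 (standard error 0.65, adjusted p = 0.0031) for *col1a1a*, -2.00 (standard error 0.50, adjusted p = 0.0026) for *col1a1b*, -2.69 (standard error 0.54, adjusted p = 7.1e-05) for *tnc* and -0.83 (standard error 0.51, adjusted p = 0.37) for a second *TNC* gene. Fibronectin had -1.31 (standard error 0.42, adjusted p = 0.029) for *fn1a* and -1.56 (standard error 0.30, adjusted p = 3.0e-05) for *fn1b* in the authors' deposited table. The row that pairs with *COL6A6* is *col6a4a*, at -2.44 (standard error 0.54, adjusted p = 4.1e-04) in the authors' deposited table. Among one-to-one genes, the authors' deposited table gives -1.56 (standard error 0.45, adjusted p = 0.014) for *ITGA1* and -0.96 (standard error 0.23, adjusted p = 0.0014) for *DAG1*. A list of 28 extracellular matrix genes with baseMean of at least 10 had a median of -0.90 (percentile 0), with 9 of 29 tested genes called lower (Fisher's exact test, adjusted p = 1.6e-05) and 12 when adjusted over the list alone. The 11 collagens of that list had a median of -1.23 (percentile 0), with 10 lower, and 5 of 12 tested were called. For focal adhesion and the dystrophin complex, 25 of 29 genes were lower and the median was -0.55 (percentile 0). The 21 genes of collagen-containing extracellular matrix in Table S8 had a median of -1.54, and of -0.67 in induced torpor+radiation against radiation, where 15 were lower. In that contrast the whole extracellular matrix list lay at 0.07 (percentile 57.8) and its collagens at 0.37 (percentile 96.8). For focal adhesion in Table S8 the medians in torpor and in that contrast were -1.26 and -0.72, and for cell junction organisation -1.39 and -0.78.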

Unsurprisingly, we too have found a downregulation of ECM components such as fibronectin and collagen (GO:0062023) (Supplementary Figure S4), as well as a downregulation of focal adhesion (GO:0005925), basement-membrane, and cell junction (GO:0034330) GO terms involving *TNC*, *ITGA1*, *DAG1*, *COL6A6*, and *COL1A1* (Figure 5F). 

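*MMP2* (ENSDARG00000017676) had a log2 fold change of 0.37 (standard error 0.48, adjusted p = 0.74) in torpor in the authors' deposited table, a difference smaller than its standard error. Its recovered mean was 2152 normalized counts in the control and 2781 in torpor. The difference between induced torpor+radiation and radiation was larger, at 1.06 (standard error 0.39, adjusted p = 0.055 from the Wald test with Benjamini-Hochberg adjustment).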

We also note an increase in *MMP2* expression, a matrix metalloproteinase involved in the degradation of collagens [60]. Moreover, changes to cytoskeleton genes were reportedly downregulated (GO:0030036, GO:0046785) with enrichment of the semaphorin-plexin signalling pathway (GO:0071526), which negatively regulates the cytoskeleton [61]. Additionally, several upstream regulators were predicted to be inhibited, such as *EZR*, involved in connecting the plasma membrane to the cytoskeleton, based on the downregulation of genes involved in cell motility (*ACTA1*) and focal adhesion (*PTK2*, *ITGA1*, *PXN*, *TLN1*) (Figure 5E). In addition, the protein digestion and absorption pathway were enriched, with *SLC9A3* and *ATP1A1* downregulated, as well as glycolysis-related processes (GO:0006090, GO:0006007, GO:0061621). 

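Actin cytoskeleton organisation rested on 25 genes with a median log2 fold change of -1.11 in torpor, and all 25 were lower in induced torpor+radiation against radiation, with a median of -0.76 and 15 at an unadjusted p under 0.05. The 4 genes of the semaphorin-plexin pathway had a median of -1.75 in torpor and in the second contrast of -1.03, with 3 of 4 at an unadjusted p under 0.05.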

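*TLN1*, a one-to-one gene, had a log2 fold change of -1.26 (standard error 0.37, adjusted p = 0.016) in the authors' deposited table, and induced torpor+radiation against radiation gave -0.72 (standard error 0.30, adjusted p = 0.11 from the Wald test with Benjamini-Hochberg adjustment). *ACTA1*, *PTK2* and *PXN* have several zebrafish copies whose reads the authors' counting could split. For *ACTA1*, the authors' deposited table gives -4.72 (standard error 1.34, adjusted p = 0.011) for *acta1a* and -0.20 (standard error 0.66, adjusted p = 0.91) for *acta1b*. For *PTK2*, the authors' deposited table gives -1.56 (standard error 0.47, adjusted p = 0.018) for *ptk2aa* and 0.36 (standard error 0.30, adjusted p = 0.55) for *ptk2ab*. *PXN* had -1.26 (standard error 0.43, adjusted p = 0.044) for *pxna* and -1.55 (standard error 0.69, adjusted p = 0.16) for *pxnb* in the authors' deposited table.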

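The *SLC9A3* copy *slc9a3.2* had a log2 fold change of -23.72 (standard error 3.67, adjusted p = 4.3e-08) in the authors' deposited table, an extreme fitted value that gives no fold. For pyruvate metabolism, 9 of 9 genes were lower in induced torpor+radiation against radiation, with a median of -0.72 against -1.29 in torpor. The 4 genes of glucose catabolism had medians of -0.47 and -1.32. A list of 12 glycolysis genes had a median of -0.86 (percentile 0) in torpor, with 9 genes lower, 4 called lower, 6 when adjusted over the list alone, and 1 called higher, and in induced torpor+radiation against radiation it lay at -0.30 (percentile 6.68). *GAPDH* went from 155397 normalized counts in the control to 77905 in torpor.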

We also note the downregulation of the androgen receptor signalling pathway (GO:0030521), regulation of the intracellular steroid hormone receptor signalling pathway (GO:0033143), and muscle cell differentiation (GO:0051146, GO:0042692, GO:0014902) (Figure 5B1). 

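Androgen receptor signalling rested on 4 genes with a median log2 fold change of -1.03 in torpor, and -0.73 in induced torpor+radiation against radiation (percentile 2.12). For muscle cell differentiation, 26 genes had medians of -1.23 and -0.52, and 23 of them were lower in the second contrast, 8 at an unadjusted p under 0.05. Glucocorticoid target genes, by contrast, had a median of 0.71 (percentile 99.63) in torpor and of -0.42 (percentile 0.63) in the second contrast, with 9 of 14 lower, and lay at 0.26 (percentile 67.3) in induced torpor+radiation against the control. *FKBP5* rose from 54.2 to 788 normalized counts.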

An EnrichmentMap showing downregulated gene-sets is displayed in Supplementary Figure S4.

### 3.3. Radiation Exposure under Induced Torpor Leads to Endoplasmic Reticulum Stress

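RNA of 3 fish that were cooled, given melatonin and irradiated was compared with the 2 control fish, and the table holds the same one-to-one genes and baseMean as those of the other groups. In the authors' deposited table, 628 genes were higher and 444 lower at an adjusted p of 0.1, of 6908 tested, and 1634 (23.7%) had an unadjusted p under 0.05. A t distribution with 6 degrees of freedom left 0 genes, with 1020 at an unadjusted p under 0.05. The median log2 fold change over genes with baseMean of at least 50 was 0.15, a level against which single genes can be read. Against the control, cooling, melatonin and radiation act together, and the contrast closest to radiation in cooled fish is induced torpor+radiation against induced torpor, groups whose fish codes also differ. That contrast, in which the control cancels, called 14 of 6504 genes at an adjusted p of 0.1 (Wald test with Benjamini-Hochberg adjustment), 7 higher and 7 lower, and 269 (4.14%) had an unadjusted p under 0.05. Among the higher genes, *DDX11*, *AKAP6*, *COL1A2* and *FBP2* were within the 5 with the smallest p, and *FBXO32*, *SLC6A9*, *ATG9B* and *PXK* within the 5 among lower ones. A standard error that ignores the shared control left 0 genes, with 45 at an unadjusted p under 0.05. *AKAP6* and *PDE4DIP* had the smallest p among genes higher than the control, with recovered means of 28.7 and 208 normalized counts in the control and 378 and 1603 in induced torpor+radiation. *ABTB1*, *SETD7*, *EIF4A2* and *SYNM* followed *H1-8* among the lower ones.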

To understand if the induced torpor model in the zebrafish protects against radiation in the muscle, DEA of the induced torpor+radiation versus the control group (18.5-mel-rad vs. 28.5-Ctrl) was performed, revealing upregulation of 628 DEGs and downregulation of 444 DEGs (*q* ≤ 0.1) (Table S10) that were used in ORA and impact analysis (Tables S11 and S12). 

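The 25 genes of oxidative phosphorylation in Table S11 had a median log2 fold change of 0.95 in induced torpor+radiation, 0.84 in torpor and 0.26 after radiation. Between induced torpor+radiation and induced torpor the median was 0.07. *NDUFA5* had a log2 fold change of 0.90 (standard error 0.25, adjusted p = 0.0083) in the authors' deposited table, with recovered means of 792 normalized counts in the control and 1475 in induced torpor+radiation. Mitochondrial translation rested on 31 genes with a median of 1.17. The respiratory chain list had a median of 0.38 (percentile 99.57), 44 of 48 genes were higher and 10 were called, and the mitochondrial ribosome list one of 0.82 (percentile 100), with 24 called higher (Fisher's exact test, adjusted p = 2.4e-08). Neither list stood apart from random lists between induced torpor+radiation and induced torpor, at percentiles 64.2 and 5.09.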

Like that of the torpor-only group, ORA of the upregulated genes highlighted an increase in mitochondrial-based energy production including oxidative phosphorylation (GO:0006119, KEGG: 00190) (Supplementary Figure S5), the ETC (GO:0022900), with upregulation of *COXBA*, *COX7A2*, *NDUFA5*, and *NDUF96*, as well as mitochondrial translation GO terms (GO:0042775, GO:0019646, GO:0033108 1268842) (Figure 6A). Similarly, we observed changes that could impact proteostasis, such as the proteasome pathway and amino acid metabolism (GO:0006521), as well as ribosome biogenesis (GO:0042254, GO:0042273, GO:0042274), and amino acid biosynthesis (KEGG: 01230) with upregulation of *CBS* and *GLUL*. Moreover, metabolic genes were also enriched for both carbohydrates (GO:1901135), and ketones (GO:0042180). 

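The proteasome pathway rested on 11 genes with a median log2 fold change of 0.95, and the regulation of amino acid metabolism on 12 genes, 9 of them proteasome subunits. All proteasome genes had a median of 0.69 (percentile 100) in induced torpor+radiation, with 9 called higher. Ribosome biogenesis rested on 29 genes with a median of 1.32. The wider list of ribosome biogenesis genes had a median of 0.73 (percentile 100) against the control, and -0.24 (percentile 0.02) in induced torpor+radiation against induced torpor. Cytosolic ribosomal protein genes went the other way in that contrast, with a median of 0.27 (percentile 100). The zebrafish copies of *CBS* and *GLUL* have no one-to-one row and are given from the torpor table, where the authors' deposited table gives 3.71 (standard error 0.70, adjusted p = 1.5e-05) for *cbsa*, 0.19 (standard error 0.48, adjusted p = 0.89) for *cbsb*, 2.11 (standard error 0.31, adjusted p = 4.2e-09) for *glula* and 0.17 (standard error 0.50, adjusted p = 0.90) for *glulb*. Their values in induced torpor+radiation were not analysed here.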

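Carbohydrate derivative metabolism rested on 62 genes of Table S11 with a median log2 fold change of 1.29 in induced torpor+radiation and 1.13 in torpor, and 42 of these were higher in induced torpor+radiation than in induced torpor, by a median of 0.11. Ketone metabolism rested on 22 genes, including 9 proteasome subunits, with medians of 1.07 and 1.22. All 22 were higher in induced torpor+radiation than after radiation alone. Both sets were listed for being higher in induced torpor+radiation against the control, which favours that direction.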

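For the response to unfolded protein, the 15 genes of Table S11 had a median log2 fold change of 1.11 in induced torpor+radiation, 0.82 in torpor and 0.41 after radiation. For the response to endoplasmic reticulum stress, medians over 22 genes were 1.11, 0.93 and 0.34 in the same order. Against induced torpor, 17 of 22 were higher, by a median of 0.22, a direction favoured by their choice in the same fish. A list of 33 genes of both responses had medians of 0.16, 0.06 and 0.19, at percentiles 60, 46.3 and 93. *XBP1* rose from 277 normalized counts in the control to 471 after radiation, 539 in torpor and 844 in induced torpor+radiation. The difference in *XBP1* between induced torpor+radiation and induced torpor was 0.65 (standard error 0.26, adjusted p = 0.88 from the Wald test with Benjamini-Hochberg adjustment).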

Like the radiation group, we observed enrichment of the unfolded protein response (GO:0006986, GO:0035967) and response to endoplasmic reticulum stress (GO:0034976), which might suggest radiation-induced protein damage. 

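The cellular response to decreased oxygen levels rested on 22 genes, 9 of them proteasome subunits, with a median log2 fold change of 0.98. The list of hypoxia target genes without proteasome subunits had a median of 0.03 (percentile 40.6) in induced torpor+radiation, with 7 genes higher and 7 lower, and centring on the median gene turned it to -0.12. For oxidative stress, 34 genes had a median of 1.26. Antioxidant genes had a median of 0.82 (percentile 99.99), 8 of 20 tested genes were called higher (Fisher's exact test, adjusted p = 0.0023), and 10 when adjusted over the list alone. Compared with induced torpor, the antioxidant median was 0.10 (percentile 80.1). *SOD1* rose from 229 normalized counts in the control to 425 in torpor and 455 in induced torpor+radiation.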

Again, we observed a response to hypoxia and low oxygen levels (GO:0001666, GO:0036294), as well as a response to oxidative stress and superoxide (GO:0006979, GO:0000303).

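Genes of cytokine and growth factor receptors, chosen by their symbols, numbered 7 with baseMean of at least 10. In torpor+radiation fish 6 of them were lower than in the control, 2 over all genes tested and 3 when adjusted over the list alone. The median log2 fold change was -1.14 (percentile 0.09), and it was -0.50 after radiation and -0.50 in torpor. The members with the smallest p, *IFNAR1* and *TGFBR3*, had recovered means of 414 and 39.8 normalized counts in the control and 188 and 6.98 in induced torpor+radiation. In torpor without radiation, *IFNAR1* lay at 191 and *TGFBR3* at 21.6.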

Interestingly, ORA of *downregulated* genes included the cytokine-cytokine receptor interaction pathway with receptor genes for IL2, IL6/12, TNF, and TGF-β, as seen in Figure S7. In contrast with the radiation group, the JAK-STAT signalling pathway (KEGG: 04630) was downregulated involving *STAT6* and *EP300* (Figure 6E). In addition, we observed downregulation of terms related to muscle cell differentiation, development, and morphogenesis (GO:0042692, GO:0014706), with *ERBB2*, *MYOT*, and *MYBPC1* downregulated along with development, and morphogenesis of vasculature (GO:0001944, GO:0048514) (Figure 6B2). qPCR analysis of *ERBB2* showed a significant downregulation (*p* = 0.03), while downregulation of *MYBPC1* (*p* = 0.6) was non-significant (Figure 6C). Moreover, cytoskeleton binding and organisation was enriched as well as vinculin binding (GO:0017166), focal adhesion (GO:0005925), cell junction organization (GO:0034330), and cytoskeleton organisation (GO:0007010 GO:0030036). This coincided with the downregulation of the cytoskeleton-related genes *DMD*, and *SYMN,* which function in connecting the cytoskeleton to the ECM. 

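*STAT6* had a log2 fold change of -1.34 (standard error 0.48, adjusted p = 0.050) in the authors' deposited table, with 84 normalized counts in the control, 51.2 after radiation, 56 in torpor and 33.2 in induced torpor+radiation. It was thus below the control after radiation alone as well. *EP300* has 2 zebrafish copies, for which the authors' deposited table of torpor gives -0.85 (standard error 0.49, adjusted p = 0.33) for *ep300a* and -0.51 (standard error 0.34, adjusted p = 0.42) for *ep300b*. The JAK-STAT list had a median of -0.13 (percentile 11.9) in induced torpor+radiation, with 7 genes higher and 10 lower. Of its 17 genes, 3 were called higher and 1 lower over all genes tested, and 5 and 4 when adjusted over the list alone. Compared with radiation, *STAT3* in induced torpor+radiation differed by -1.62 (standard error 0.32, adjusted p = 2.6e-05 from the Wald test with Benjamini-Hochberg adjustment) and the list by a median of -0.21 (percentile 7.2). The interaction of radiation with torpor for *STAT3* was -1.33 (standard error 0.50, adjusted p = 0.54 from the same test).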

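*ERBB2* had a log2 fold change of -1.55 (standard error 0.60, adjusted p = 0.075) in the authors' deposited table, and its recovered mean was 78.3 normalized counts in the control against 25.3 after radiation, 32.3 in torpor and 26.8 in induced torpor+radiation. *MYOT* had -1.64 (standard error 0.56, adjusted p = 0.037) and *MYBPC1* -1.28 (standard error 0.41, adjusted p = 0.024) in the authors' deposited table. Muscle cell differentiation rested on 28 genes of Table S11, with a median of -1.16 in induced torpor+radiation and -1.16 in torpor, and -0.02 between these groups. Vasculature development rested on 49 genes, with -1.52 and -1.22, and 33 of 49 were lower in induced torpor+radiation than in induced torpor, by a median of -0.27. The 49 genes were listed for being lower in the same fish, which favours that direction.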

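Vinculin binding rested on 6 genes with a median log2 fold change of -1.10, focal adhesion on 22 with -1.41 and cytoskeleton organisation on 66, 65 of them with a one-to-one row, with -1.47. In torpor the medians of these 3 sets were -1.07, -1.21 and -1.19. The focal adhesion and dystrophin list had a median of -0.62 (percentile 0) against the control, 8 genes called lower, and -0.37 (percentile 0.12) in induced torpor+radiation against radiation. Sarcomere genes had a median of -0.69 (percentile 0) against the control, with 6 called lower and 10 when adjusted over the list alone.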

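In the authors' deposited table of induced torpor+radiation, *DMD* had a log2 fold change of -1.37 (standard error 0.35, adjusted p = 0.0026) and *SYNM* (ENSDARG00000062350) -3.03 (standard error 0.48, adjusted p = 8.1e-08). *SYNM* had recovered means of 200.4 normalized counts in the control, 208 after radiation, 65.1 in torpor and 24.5 in induced torpor+radiation. Its difference from induced torpor was -1.41 (standard error 0.49, adjusted p = 0.58 from the Wald test with Benjamini-Hochberg adjustment), and from radiation -3.08 (standard error 0.44, adjusted p = 5.3e-10 from the same test). For *DMD* the difference from induced torpor was -0.26 (standard error 0.35), smaller than its error.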

EnrichmentMaps were generated using up and downregulated genes and are presented in Supplementary Figures S7 and S8.

We next compared the induced torpor+radiation group to both the torpor group and the radiation group, to characterise the response. 

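At an adjusted p of 0.4 or less in both deposited tables, 76 one-to-one genes changed in the same direction after radiation and in induced torpor+radiation, of 149 and 2604 called. Both tables use the same 2 control fish, so some overlap arises without any effect. In 100 simulations of unchanged groups against shared controls, lists of the same length, over genes with baseMean of at least 10, had 94.6 genes in the same direction on average, between 85 and 103, where 66 were observed. Called at the threshold of 0.4 instead, the simulated groups shared 0.39 genes on average and at most 4. The larger number thus rests on the fixed length of the lists. The correlation of the fold changes across genes, which are not independent replicates, was 0.449, against 0.613 on average in the simulations. With the threshold of 0.1 in place of 0.4, 25 genes were shared.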

The comparison between the induced torpor+radation group and the radiation group (18.5-mel-rad vs. 28.5-rad *q* ≤ 0.4) revealed 25 common upregulated genes, and 51 common downregulated genes (Table S13). ORA of the *upregulated* genes suggests shared aminopeptidase activity (GO:0004177), muscle development and differentiation (GO:0035914, GO:0007517), translation (GO:0006418), and an unfolded protein response (1268756) (Table S14). 

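Aminopeptidase activity rested on 2 shared genes, with a median log2 fold change of 0.72 after radiation, 0.79 in induced torpor+radiation and 0.81 in torpor, where no radiation was given. The 50 genes called higher after radiation had a median of 0.85 in torpor and 0.64 in induced torpor+radiation, and 40 and 37 of them were higher than the control in these groups.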

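Under mitotic cell cycle phase transition, Table S14 lists 10 genes, 3 of them on the oocyte list. Their median log2 fold change was -4.65 after radiation, -3.13 in induced torpor+radiation and -4.05 in torpor, and all were lower in each of the 3 groups. Between induced torpor+radiation and induced torpor the median was 0.14 (percentile 73.7). Of the 99 genes called lower after radiation, 91 were lower in torpor and 84 in induced torpor+radiation, with medians of -1.67 and -1.61, and the control fish common to these comparisons give part of that without any effect. The oocyte list had a median of -5.54 in induced torpor+radiation, where 6 of its genes lay at or under 3 normalized counts.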

Several of the over-represented terms using the shared *downregulated* genes revealed cell cycle and division (GO:0044772, GO:0000280, GO:0140014), reproductive processes (GO:2000241, GO:1905881), and translation (GO:0006417). Additionally, a comparison was made with GO terms generated from the radiation and torpor+radiation groups. Shared GO terms regulated in the same direction are displayed in Figure S9, showing shared upregulation of oxoacid/organic/carboxylic acid metabolism and a shared downregulation of GO terms related to protein kinase activity, organelle fission, cytoskeleton organisation, and cyclin-CDK complex. In addition, eight genes were upregulated in the radiation group and downregulated in the induced torpor+radiation group including *FBXO32*. 

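*FBXO32* (ENSDARG00000040277), which encodes the muscle ubiquitin ligase atrogin-1, had recovered means of 847 normalized counts in the control, 2267 after radiation, 1055 in torpor and 208 in induced torpor+radiation. The log2 fold change against the control was 1.42 (standard error 0.46, adjusted p = 0.14) after radiation, 0.32 (standard error 0.50, adjusted p = 0.80) in torpor and -2.03 (standard error 0.46, adjusted p = 5.6e-04) in induced torpor+radiation in the authors' deposited table. Between induced torpor+radiation and induced torpor the difference was -2.35 (standard error 0.46, adjusted p = 0.0026 from the Wald test with Benjamini-Hochberg adjustment). The radiation by torpor interaction was -3.77 (standard error 0.65, adjusted p = 5.1e-05), the smallest p of the 6504 genes tested, and 30 genes reached an adjusted p of 0.1. Under a t distribution with 6 degrees of freedom 0 genes did, with 128 at an unadjusted p under 0.05. Among the other genes with opposite directions, *CREM* had an interaction of -3.12 (standard error 0.62, adjusted p = 8.9e-04), *CALCOCO2* one of -1.68 and *PXK* of -1.57, with adjusted p of 0.0022 and 0.0012 from the same test. The remaining genes, *UBALD1*, *XPO1*, *NDFIP2* and *STAT3*, had adjusted p of 0.17, 0.35, 0.17 and 0.54.

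**Figure D4:**
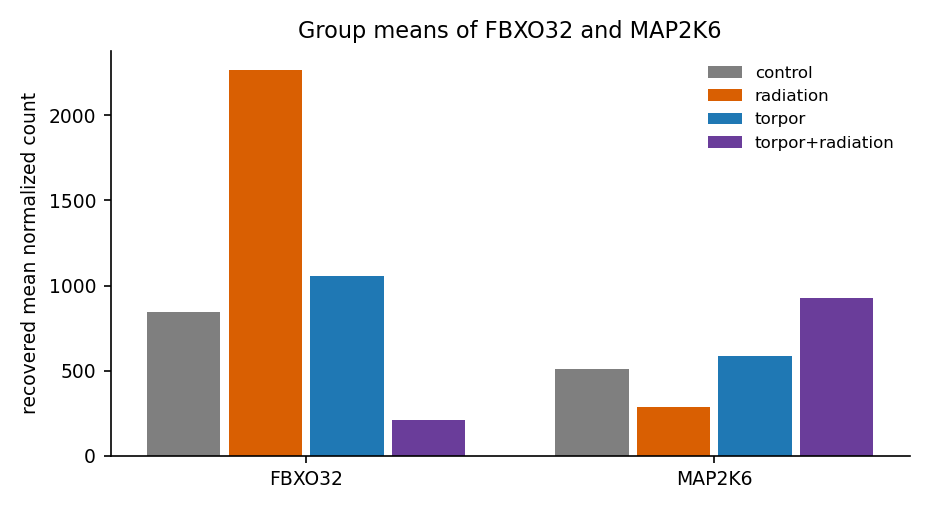
Recovered mean normalized count of *FBXO32* and *MAP2K6* in the control (2 fish), radiation (3), torpor (2) and torpor+radiation (3) groups, without error bars since the tables hold no values per fish. *FBXO32* is highest after radiation, at 2267, and *MAP2K6* in torpor+radiation, at 926.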

*FBXO32* is highly expressed during muscle atrophy [62]. While four genes were downregulated in the radiation group and upregulated in the induced torpor+radiation group including *MAP2K6*. It plays a role in signal transduction and the stress response. 

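*MAP2K6* (ENSDARG00000099184) had a log2 fold change of -0.82 (standard error 0.24, adjusted p = 0.074) after radiation, 0.20 (standard error 0.26, adjusted p = 0.74) in torpor and 0.86 (standard error 0.24, adjusted p = 0.0076) in induced torpor+radiation in the authors' deposited table. Its recovered means were 509.9 normalized counts in the control, 288 after radiation and 586 in torpor. The interaction was 1.48 (standard error 0.34, adjusted p = 0.0092 from the Wald test with Benjamini-Hochberg adjustment), while the difference between induced torpor+radiation and induced torpor, 0.66 (standard error 0.24), had an adjusted p of 0.64. Of the other genes lower after radiation and higher in induced torpor+radiation, *PRKDC* had an interaction of 1.59 (standard error 0.55, adjusted p = 0.38). *CD226* and *TMPRSS2* were at or under 3 normalized counts after radiation, with 1.05 and 0.377, and *CD226* lay at 165 in torpor and 114 in induced torpor+radiation.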

GO terms regulated in opposite directions are presented in Figure 6D, showing the upregulation of mitotic GO terms in the torpor+radiation group that were downregulated in the radiation group while developmental and transcription related terms were upregulated in the radiation group and downregulated in the torpor+radiation group.

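Of the genes behind the mitotic cell cycle term after radiation, 23 of 28 were lower than the control in induced torpor+radiation as well. The cell cycle list had a median log2 fold change of -0.19 (percentile 26.1) in induced torpor+radiation against the control, with 6 genes called lower. Set against radiation, the list was higher, with a median of 1.12 (percentile 100), and set against induced torpor, 0.72 (percentile 100). The median interaction over the list was 2.06 (percentile 100). For the transcription term, the 7 genes found after radiation had a median of 0.29 in induced torpor+radiation against the control, and of -1.16 against radiation. Both sets of genes were chosen in a comparison with the same control fish, so part of their direction against it follows from that choice.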

The comparison between the induced torpor+radiation group and the induced torpor group (18.5-mel-rad vs. 18.5-mel, *q* ≤ 0.1) revealed 367 shared upregulated genes and 185 shared downregulated genes (Table S15). 

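At an adjusted p of 0.1, 552 genes were called in the same direction in torpor and in induced torpor+radiation, 367 higher and 185 lower, and 0 in opposite directions. At an unadjusted p under 0.05 in both tables, 0 had opposite directions too. Both comparisons share the control fish, and simulations of unchanged groups gave 269.7 genes in the same direction on average, between 244 and 303 over 100 draws, for lists of the same length over genes with baseMean of at least 10. The number observed over those genes was 544. Called at the threshold of 0.1 instead, the simulated groups shared 0.07 genes on average and at most 1. Fold changes correlated across genes, not independent replicates, at 0.838, against 0.554 in the simulations. With the threshold of 0.4 in place of 0.1, 1606 genes were shared.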

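Table S16 lists 15 shared genes under oxidative phosphorylation, with a median log2 fold change of 1.32 in torpor and 1.23 in induced torpor+radiation. Ribosome biogenesis rested on 23 genes, with 1.41 and 1.28, and the proteasome on 7, with 1.17 and 0.91. Against radiation, every gene of the 3 sets was higher in induced torpor+radiation, with medians of 0.72, 0.95 and 0.52 in the same order. Of these genes 14, 18 and 3 had an unadjusted p under 0.05. Shared genes were chosen for being higher in induced torpor+radiation too, so this contrast is no independent check of them. Between induced torpor+radiation and induced torpor, the proteasome genes were all lower, by a median of -0.26.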

ORA of the shared *upregulated* genes revealed energy production such as oxidative phosphorylation and the ETC (GO:0006119, GO:0022900) in addition to mitochondrial translation (1268843) and gene expression (GO:0140053), ribsome biogenesis and translation (GO:0042254, GO:0006412), protein folding (GO:0006457), and the proteasome pathway (83040). 

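Among the 8 shared genes that Table S16 lists under the p53-dependent DNA damage checkpoint, 7 are proteasome subunits. Their median log2 fold change was 1.18 in torpor, 0.99 in induced torpor+radiation and 0.50 after radiation. The DNA repair list had a median of 0.22 (percentile 91.9) in torpor and 0.20 (percentile 88.6) in induced torpor+radiation, and of 0.39 (percentile 99.65) in induced torpor+radiation against radiation.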

ORA also indicated response to hypoxia (GO:0071456), oxidative stress (GO:0006979) and cell cycle progression (1269831, 1269799), and p53-Dependant DNA damage checkpoints (1269744) (Table S16).

### 3.4. Induced Torpor Led to Significantly Less DNA Damage than Low Dose Radiation

Results from the DNA damage assay showed that radiation led to a non-significant (*p* = 0.165) increase in DNA damage (8-OHdG levels) in comparison to the control group. As seen in Figure 7, we also observed a significant decrease in DNA damage when comparing the torpor group and the radiation group (*p* = 0.0122). A decrease in DNA damage was also shown when comparing the torpor+radiation group and the radiation group, with results approaching significance (*p* = 0.0569).

### 3.5. Shared Responses to Hypothermia and Inactivity in Hypothermic Zebrafish and Hibernating Brown Bear

We wanted to determine whether similarities exist in the transcriptomic response of the hypothermic state zebrafish muscle with that of the gastrocnemius muscle of hibernating bear, which was chosen for a fast twitch muscle comparison. Transcriptomic analysis of the hibernating bear muscle vs active control revealed 434 upregulated DEGs and 569 downregulated DEGs (FC ± 1.5, *q* ≤ 0.1) (Table S17) which were subject to Toppfun enrichment and impact analyses using iPathwayGuide (Tables S18 and S19). 

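Table S20 sets the genes called in zebrafish torpor beside those of hibernating bear muscle. The bear samples were not analysed here, and for the zebrafish a second estimate of torpor comes from induced torpor+radiation against radiation. Genes higher in both species, 17 in number, had a median log2 fold change of 1.63 in torpor in the fish, and 17 of 17 were higher in the second estimate, with a median of 1.07. Genes lower in both, 33 in number, had medians of -1.29 and -0.70, and 30 were lower there. Another 29 genes were higher in the fish and lower in the bear, and 10 the reverse, and 27 and 10 of these kept their direction in the second estimate. Among the 33 lower genes, 5 are on the extracellular matrix list.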

A comparison of the DEGs in the zebrafish torpor group and the hibernating bear revealed 89 shared genes (*q* ≤ 0.1) (Table S20), of which 17 were upregulated and 33 were downregulated, as shown in Figure 8A. A comparison of up and downregulated GO terms is found in Table S21, along with ORA of genes expressed in opposite directions. The comparison of GO terms generated from each dataset was made as summarised in Figure 8B. This revealed shared upregulated GO terms related to the ribosome (GO:0005840), translation (GO:0006412), response to hypoxia (GO:0001666), and metabolism of amino acids (1270158). Shared downregulated GO terms included ECM (GO:0031012, M7098), focal adhesion (M7253), basement membrane organisation (GO:0071711), and collagen biosynthesis and modification (GO:0005581, 1270246). Several gene-sets related to muscle and tissue development/morphogenesis (GO:0007517, GO:000156, GO:0009887, GO:0007517, GO:0060537), glycolysis (PW:0000025, GO:0006007, GO:0006096), and NADH regeneration (GO:0006735) were also enriched. ORA of genes differentially expressed in opposite directions suggests the torpor group in zebrafish had more upregulated genes involved in amino acid metabolism (SMP00032), ETC (1270128), and oxidative phosphorylation (PW:0000034). To explore the link between downregulation of ECM and development, we performed a network analysis with GO terms, extracellular matrix organisation, and muscle organ development in both the zebrafish torpor group and the hibernating bear muscle. In Figure S10A we show an interaction between *COL6A3* and *DAG1* with the muscle organ development GO term in the zebrafish while Figure S10B shows an interaction between *LAMA2* and the muscle organ development GO term.

## 4. Discussion

### 4.1. STAT3-Mediated Regeneration Events in the Muscle following Low Dose Radiation

Muscle injury can result in necrotic muscle cells where damaged cell membranes release cellular contents and chemotactic factors that invoke a repair event for muscle regeneration. In the early stages of muscle regeneration, these chemotactic molecules attract immune cells such as neutrophils, mast cells, and macrophages that help clear cell contents and damaged muscle cells [63]. During the repair phase, myofibres, macrophages, and T cells produce IL-6 [64] which promotes proliferation and differentiation of myoblasts through the STAT3 signalling pathway [65]. Studies have shown the importance of STAT3 after injury, as knockout of *STAT3* in muscle stem cells shows impaired regeneration [66,67]. The binding of IL-6 to its receptor (IL-6R) leads to the formation of a heterohexameric complex that activates the JAK/STAT3 pathway where activation of STAT3 leads to its translocation to the nucleus to initiate transcription of its target genes [68]. When IL-6 binds to its receptors on muscle stem cells (satellite cells) and myoblasts (muscle progenitor cells), it initiates transcription of *MYOD1* which itself initiates transcription of muscle-specific genes such as myosin heavy and light chains, to promote their differentiation to myotubes. These cells eventually mature into myofibres that replace the necrotic cells [69].

The radiation group shows enrichment in IL-6 signalling pathways and cell differentiation GO terms with the upregulation of *STAT3* and *MYOD1*; accordingly, repair events might be taking place as part of muscle regeneration. Additionally, our results are in line with spaceflight studies reporting enrichment of both IL-6 and STAT signalling in the fast-twitch EDL of space-flown mice [70,71]. 

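In cooled fish, where induced torpor+radiation was set against induced torpor, *STAT3* differed by -0.43 (standard error 0.36) on the log2 scale and *MYOD1* by -0.01 (0.33), neither past an adjusted p of 0.1 in the Wald test with Benjamini-Hochberg adjustment. Recovered means of *STAT3* were 266 normalized counts in the control, 496 after radiation, 218 in torpor and 162 in induced torpor+radiation, and *MYOD1* lay at 348 after radiation, 449 in torpor and 447 in induced torpor+radiation. From the higher *STAT3* and *MYOD1* and the IL-6 and differentiation terms after radiation, the paper proposes that repair takes place as part of muscle regeneration.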

There is much to be learnt about IL-6 secretion in muscle in response to LDR exposure, however, it is secreted by endothelial cells in response to radiation [72]. While IL-6 and STAT3 mediate regeneration through the activation of myocytes and satellite cells, chronically elevated levels have been implicated in skeletal muscle atrophy [73,74]. In summary, our results suggest that the upregulation of *STAT3* and its downstream effector, *MOYD1*, could signal cytokine-mediated muscle cell regeneration in response to insult. Furthermore, STAT3’s anti-proliferative characteristics make it a compelling target for further research exploring the impact of chronic radiation exposure on muscle mass during spaceflight.

### 4.2. Shared Mechanisms of Atrophy Resistance

As noted above, hibernating animals have evolved the unique ability to resist muscle atrophy in the face of catabolic stimuli such as inactivity and fasting which would otherwise lead to the activation of autophagy or proteasomal degradation and result in muscle loss. One study exploring the mechanisms of atrophy resistance in the muscle of hibernating bear focused on the balance between pro-atrophy TGF-β and anti-atrophy BMP pathways and found that during hibernation pro-atrophy TGF-β-related genes were downregulated while BMP-related genes were upregulated. TGF-β facilitates muscle atrophy through SMAD2/3 signalling by upregulating E3 ubiquitin ligases, such as TRIM63 and FBXO32 [75,76]. For instance, FBXO32 targets c-Myc for degradation, which is involved in cell growth [62]. Hence, *FBXO32* upregulation has been observed during muscle atrophy [62]. Interestingly, we observed an increase in expression of *FBXO32* (log2FC = 1.42, *q* = 1.4) in the radiation group, pointing to a mechanism by which low-dose radiation exposure during space flight might contribute to muscle loss. In contrast, this gene was observed to be downregulated in the induced torpor+radiation group, suggesting a potential induced torpor-like state-related protective effect against muscle loss. 

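Set against radiation in place of the control, *FBXO32* in induced torpor+radiation differed by -3.45 on the log2 scale (standard error 0.41, adjusted p = 6.3e-14 from the Wald test with Benjamini-Hochberg adjustment). Torpor without radiation left *FBXO32* at a level whose difference from the control was smaller than its standard error. From the opposite directions in the radiation and induced torpor+radiation groups, the paper proposes a protective effect of the torpor-like state against muscle loss.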

When looking to the literature, we note that both melatonin treatment and hypothermic conditions can lead to a decrease in *FBXO32* (*MAFbx*) to ameliorate muscle atrophy [77,78]. In the hibernating bear muscle, *FBXO32* showed a non-significant decrease but a significant upregulation of *MYC*. In addition, *FBXO32* is downregulated in the muscle of hibernating arctic ground squirrel [79]. 

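The middle of the proteasome list in torpor, between its quartiles, ran from 0.59 to 1.05 on the log2 scale, and that of the ribosome biogenesis list from 0.29 to 1.41. In the estimate of torpor from irradiated fish, induced torpor+radiation against radiation, the ribosome biogenesis list had a median of 0.50 (percentile 100). Relative to the median gene, the proteasome list in torpor lay at 0.75 and the ribosome biogenesis list at 0.71.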

We also report a shared increase in ribosome biogenesis and translation, and a reduction in protein catabolism in the zebrafish torpor group with the muscle of hibernating bears, which has been hypothesised to contribute to atrophy resistance during the inactivity of torpor [80]. However, we note that functional tests were not performed to assay muscle size and thus further work is needed to determine whether muscle atrophy is ameliorated during inactivity in the hypothermic zebrafish, and the roles of *FBXO32* and *MYC* in mediating this.

### 4.3. The Link between the Extracellular Matrix and Development

The ECM of the skeletal muscle is made up of collagens, glycoproteins, proteogylcans, and elastins with structural and functional properties [81] and a role in the growth [82], repair [83], and transmission of contractile forces [84]. Here, we describe a decrease in expression of genes involved in the ECM in the induced torpor and induced torpor+radiation groups, a phenotype also observed in the hibernating bear. The ECM is a highly dynamic connective tissue that changes in response to use. On one hand, a stimulus such as exercise increases ECM components at both the mRNA and protein levels [85], while factors such as age and disuse contribute to a decline in ECM integrity, as demonstrated in comparisons of the ECMs in soleus muscles of young and old mice [86]. Similarly, in a model of inactivity, hind-limb unloading studies found a decrease in expression of ECM-related genes such as type 1 collagen and laminin in the soleus [87]. Hence, this downregulation of ECM genes in the zebrafish and hibernating bear is consistent with the reduction seen during disuse or aging and is likely to be directly linked to inactivity. However, exogenous administration of exogenous melatonin has also been shown to downregulate components of the ECM such as collagen 1 and fibronectin, and, as such, to prevent ischemia-related fibrosis in murine muscle [88]. Moreover, in a similar study exploring the effects of hypothermia on connective tissue in the compact myocardium, zebrafish were acclimated to 20 °C from 27 °C, resulting in a decrease in collagen content and increase in expression of matrix metalloproteinase genes at the reduced temperatures [89].

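The extracellular matrix list in induced torpor+radiation had a median log2 fold change of -0.12 (percentile 4.33) against the control, with 17 of 28 genes lower. Of 28 tested genes, 6 were called lower (Fisher's exact test, adjusted p = 0.048) and 1 higher. The 11 collagens had a median of -0.06 (percentile 17.7), with 7 lower and 3 called. Relative to induced torpor the list was higher, with a median of 0.58 (percentile 100), and the collagens by 0.76 (percentile 100). *COL1A2* (ENSDARG00000020007) had recovered means of 8852 normalized counts in the control, 6023 after radiation, 2588 in torpor and 9829 in induced torpor+radiation, and its difference between the last 2 groups was 1.93 (standard error 0.49, adjusted p = 0.053 from the Wald test with Benjamini-Hochberg adjustment). *COL4A1* and *COL8A2*, by contrast, were lower in both groups, and their differences between the groups, 0.28 (standard error 0.42) and 0.04 (0.52), were smaller than their errors. From the lower ECM genes and published models of disuse, the paper proposes a direct link with inactivity.

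**Figure D5:**
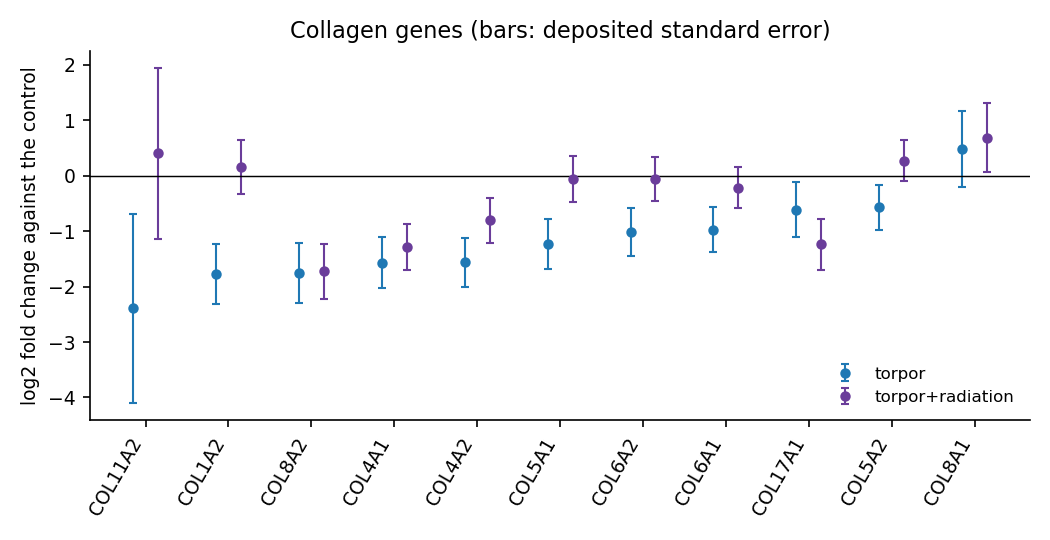
Log2 fold change against the control of each collagen gene with baseMean of at least 10 in torpor and in torpor+radiation, with the standard error of the authors' deposited table as bars. *COL1A2* lies at -1.77 in torpor and 0.15 in torpor+radiation, and *COL8A2* at -1.76 and -1.72.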

A striking association emerged in the data involving the downregulation of ECM presenting along-side the downregulation of development-related genes in both the hypothermic zebrafish groups and the hibernating bear. This is of interest given the multi-faceted role of the ECM in cell and tissue development via processes such as migration, morphology, cell adhesion, polarity, and differentiation, all of which are integral in orchestrating successful tissue development [90]. We know that the ECM plays an important role in the repair response for example, as connective tissue such as fibronectin and collagen are produced by fibroblasts and activated MSCs to form granulation tissue that provides a dermal matrix framework for cell migration to form new tissue [91]. The relationship between ECM components and development has been made clear in studies showing that the inhibition of collagen synthesis inhibits myoblast differentiation [92]. Moreover, the role of integrins in transducing developmental signalling is evident from studies showing that the blocking of the integrin receptor complex also prevented myoblast differentiation and myotube fusion [93], which are important for muscle regeneration. Here, we performed a network analysis to explore the relationships between pathways and gene-sets of downregulated ECM and developmental genes that highlighted *COL6A3* and *DAG1* as key regulators of muscle organ development gene-set in the zebrafish, and *LAMA2* in the bear. Mutations of these genes contribute to a muscular dystrophy phenotype [94,95,96] characterised by muscle wasting and muscle weakness. In addition, studies have found that dystroglycan (*DAG1)*, a protein that links the ECM and cytoskeleton in skeletal muscle, has a role both in embryonic development [97] and muscle regeneration [98], further demonstrating the link between the ECM components and the regulation of development.

In a study exploring the response to cardiotoxin-induced muscle injury in the skeletal muscles of hibernating squirrels, Andres-Mateos et al. [99] observed inflammation, macrophage infiltration, and degenerating fibres. However, they found an absence of developmental markers (myosin) or morphological changes 4 days’ post-injury, with the first regenerating fibres appearing 6-weeks post-injury, indicating a delay in muscle regeneration during hibernation. Andres-Mateos et al. found significantly less fibrotic tissue accumulation 6 weeks’ post-injury in comparison to controls, suggesting decreased ECM deposition, and at 4 weeks after arousal from torpor, the muscle made a complete recovery without the presence of fibrotic tissue. They also found decreased levels of TGF-β1, TNF-α, and IL-6 during torpor that they suggest might prevent fibrogenesis, despite the presence of inflammation. In comparison, our results for the torpor+radiation group show a downregulation of the cytokine-cytokine receptor interaction pathway involving receptor genes for IL2, IL6/12, TNF, and TGF-β. This, along with the downregulation of JAK/STAT signalling, and development/differentiation genes, that are upregulated in the radiation group, is consistent with delayed regeneration. We also note that previous studies show that melatonin can enhance muscle regeneration after injury by promoting expression of differentiation markers, however, the downregulation of developmental GO terms might suggest that hypothermia is exerting the dominant effects on the muscle cells [100].

Few studies have explored the effects of cold temperature exposure upon ECM dynamics. One study focusing on cold acclimated zebrafish found a decrease in collagen content in the pericardial membrane of a zebrafish heart with an increase in expression of matrix metalloproteinases [89]. On the other hand, a relationship between reduced temperatures and reduced developmental rates has been demonstrated consistently throughout the literature [101], with one such study showing decreased developmental markers (somites) in zebrafish maintained at lower temperatures. They also showed that these zebrafish were larger than those maintained at increased temperatures when developmental stages were corrected for, which has been associated with a better physical condition [102] and suggests that growth can occur independently of development [103]. To concur, studies have also revealed that ectotherms inhabiting low temperatures experience an increase in lifespan [104], a phenomenon that has been observed in humans, where a lower body temperature is an indicator of longevity [105]. The use of ectothermic animals may therefore prove useful in defining the relationship between ECM regulation, development, and growth and further work may shine light on therapeutic pathways for developmental myopathies. To continue, there are limited studies observing the effects of both melatonin treatment and hypothermic conditions.

### 4.4. Dysregulated DNA Repair Pathways in the Muscle Post-Irradiation

In both the radiation group and the induced torpor+radiation group, we report the enrichment of several cell cycle/division-related gene-sets using downregulated genes that might suggest some cells were undergoing radiation-induced cell cycle arrest or cellular senescence [106,107]. Additionally, while it is well established that DNA repair mechanisms are activated following radiation exposure, our results suggest a downregulation of DNA repair pathways 2 days’ post-irradiation involving genes such as *RAD51C*, which functions in homologous recombination. In a similar study of low dose radiation exposure, Suman et al. [108] performed DNA damage assays on mice intestines 2 months post-irradiation (0.5 Gy) using gamma and iron radiation. Like the results reported here, low dose gamma radiation did not lead to a significant increase in DNA damage compared with controls, however, they did report that it led to decreased expression of DNA repair pathways, as reported here. Therefore, damage accrued from LDR may occur over time due to the diminished ability of a cell to repair DNA. We previously reported that the induced torpor model led to the upregulation of DNA repair in the gastrointestinal tract and liver, which was sustained even with radiation exposure, however, DNA repair gene-sets were not enriched in the muscle, suggesting a tissue-specific response. In addition, hypothermic states can lead to ROS generation that can damage DNA, suggested by the upregulation of genes involved in p53-mediated DNA damage checkpoints in the torpor group, however, the results show less DNA damage than that of the radiation group. On the other hand, a non-significant decrease was observed in the torpor+radiation vs. radiation comparison. Given that previous work has shown that hypothermic states confer radio-protection [109,110,111], our results may be limited by sample size. It has been postulated that one of the mechanisms of the protection afforded by a hypothermic/hypometabolic state is due to the ‘*oxygen effect*’, where hypoxic environments restrict ROS generation. Granted, the addition of melatonin, which has been shown to possess antioxidant properties, may also be contributing to a reduction in DNA damage. Alternatively, a reduction in movement or reduction in metabolism in comparison to controls might also result in reduced ROS generation. Further work is required to dissect the effects of temperature and melatonin in reducing DNA damage in this model, with larger sample sizes. Finally, the idea that LDR can compromise DNA repair pathways in muscle post-irradiation, leading to the accumulation of DNA damage over time, points to the need for ongoing treatment post-space-travel/irradiation. Future research directions will seek to validate whether long-term deficits in DNA repair capacity persist and whether supplementation with antioxidants can mitigate accumulative damage.

### 4.5. Increased Mitochondrial Transcriptional Activity in Muscle as a Cold Adaptive Strategy to Maintain Energy Homeostasis

We postulate that increased mitochondrial transcriptional activity in the muscle of cold-tolerant species is a cold adaptive strategy to enable favourable energy homeostasis that may contribute to the maintenance of muscle mass. In humans, periods of chronic inactivity disrupt mitochondrial dynamics leading to changes in energy homeostasis that can in turn produce muscle atrophy. These effects are seen during aging, malnutrition, or in genetic conditions such as mitochondrial myopathy where mitochondrial dysfunction is present. During disuse, for example, muscle cells adapt by decreasing mitochondrial biogenesis and increasing mitophagy, resulting in a diminished mitochondrial network [112,113]. Similarly, disuse leads to a downregulation of genes involved in oxidative phosphorylation, decreasing the efficiency of mitochondrial respiration [114]. Inactivity also reduces antioxidant capability in muscle cells, leading to increased ROS that advances atrophy by repressing protein synthesis, and stimulating both proteolytic degradation and apoptotic pathways [115,116]. Mitochondrial dysfunction is prominent in patients with myopathy who exhibit genetic mutations in mitochondrial DNA or a reduced copy number of genes involved in oxidative phosphorylation causing muscle atrophy and weakness. It is characterised by reductions in mitochondrial quantity and quality with fibre type shifting towards a glycolytic phenotype [117]. Similarly, sarcopenia, which relates to muscle loss due to aging, is characterised by a loss of strength, decreased metabolic rate, and diminished aerobic capacity [118]. Muscle atrophy also occurs in microgravity, and spaceflight studies consisting of multi-tissue analysis of space-flown animals confirmed mitochondrial dysfunction as a systemic stress response, including in the muscles [119], with further models of hypogravity showing that muscles undergo a slow-to-fast twitch conversion, similar to that seen in mitochondrial myopathy [120]. It is known that fast twitch muscles are more susceptible to atrophic conditions than slow twitch muscles, particularly through the FOXO family, the TGFβ family, NF-κB, and disuse-related pathways [121]. In addition, studies in sarcopenia demonstrate oxidative muscles such as the soleus are more resistant to age-related atrophy [118]. Conversely, spaceflight studies have revealed the slow twitch soleus to be particularly atrophy-prone [18], which may therefore be due to the observed slow-to-fast twitch fibre conversion that might compromise energy homeostasis [122].

Interestingly, our results show that the cold-tolerant zebrafish experiencing hypothermic conditions in this study had elevated expression of genes involved in mitochondrial transcription and translation in the dorsal muscle, indicative of an oxidative phenotype with more capacity for generating ATP. This has also been reported in other ectotherms such as eels, striped bass, carp, and goldfish that experience fluctuations in environmental temperatures. As temperature can affect biochemical reactions, the ability to generate ATP through an increase in oxidative enzymes is a compensatory method in which these animals counteract temperature-induced reductions in metabolic rate [123]. They have therefore been found to contain larger mitochondria due to increased protein turnover, which may increase mitochondrial efficiency [124]. A study examining the effects of cold acclimatisation (from 28°C to 18°C) and exercise in zebrafish found that both cold exposure and exercise independently increased mitochondrial genes such as citrate synthase, β-, and Cytochrome c oxidase, with both conditions experiencing an upregulation of NRF-1, a downstream effector of PGC1α: a master regulator of mitochondrial biogenesis [125]. This shows that cold exposure and exercise increase mitochondrial biogenesis through a common mechanism. We also report increases in expression of *TFAM* whose transcription is activated in a NRF1-dependent manner. Likewise, the addition of melatonin may be having additive effects on mitochondrial dynamics as it has also been shown to increase mitochondrial biogenesis through the PGC1α signalling pathway [126]. Similarly, studies in cold-acclimatised Drosophila have also shown higher mitochondrial coupling and ATP synthesis and presented with increased survival compared with controls after cold exposure, suggesting a conserved response to cold exposure in cold-tolerant species [127]. Furthermore, we previously described a decrease in genes involved in calcium uptake in the sarcoplasmic reticulum, which might suggest greater cytosolic Ca^2+^ concentrations. Previous studies have shown that increases in intracellular Ca^2+^ concentrations can occur in response to hypoxic conditions [128]. This is important given the role of Ca^2+^ in generating muscle contractions, and its role in stimulating ATP production by modulating enzymes involved in the TCA cycle. However, studies in neurons have demonstrated that hypothermia has a neuroprotective effect on hypoxia-related increases in intracellular Ca^2+^ concentrations, and so further study is required to examine the Ca^2+^ dynamics [129]. Furthermore while mitochondria have been known to act as Ca^2+^ buffers, sharp increases in intracellular Ca^2+^ concentrations can overload mitochondria, leading to the activation of the mitochondrial permeability transition pore that can initiate the apoptotic process [130]. Conversely, hypothermic conditions have been found to increase mitochondrial calcium loading capacity and lower the activation of the mitochondrial permeability transition pore [131]. Hence, if the observed increase in genes involved in mitochondrial transcription and translation, translate to an increase in mitochondrial capacity or biogenesis, then mitochondria may be playing a greater role in buffering a spike in intracellular Ca^2+^ concentrations in the muscle to maintain calcium homeostasis.

In comparison to humans, hibernating animals possess a unique ability to limit muscle atrophy during disuse. While our results for the hibernating bear muscle show a downregulation of mitochondrial genes during hibernation, studies have shown that an increase in genes involved in mitochondrial biogenesis occurs post-hibernation in bears [20]. The maintenance of muscle mass in bears may therefore be more dependent on their ability to maintain nitrogen balance in the muscle, which prevents protein utilisation for energy during hibernation [132]. On the other hand, the literature from the 13-lined ground squirrels, which do not recycle nitrogen from urea during torpor, shows an increase in mitochondrial biogenesis in the muscle with a fast-to-slow twitch conversion, in a process mediated by PCG-1α [133]. This process can be likened to that which occurs in humans after exercise. Additionally, this phenotype is in direct contrast to the slow-to-fast phenotype conversion seen during spaceflight [120,134]. Similarly, the mitochondrial number was found to increase during torpor in both fast and slow twitch muscles (extensor digitorum longus and soleus) of the Daurian ground squirrels (*Spermophilus dauricus*), pointing to increased mitochondrial capacity [135], and a study of mitochondrial respiration in hibernating ground squirrels found that mitochondrial respiration did not decrease during torpor [136]. Given that hibernating animals resist disuse-related atrophy during torpor, and slow twitch muscles are more atrophy resistant, the maintenance or establishment of a slow oxidative phenotype in some hibernating animals may represent a key mechanism behind muscle mass conservation, and highlights its potential for therapeutic intervention to avoid muscle atrophy during spaceflight. The literature, therefore, supports a theory of increased mitochondrial biogenesis/capacity and phenotype shifting as a conserved response among some ectothermic and heterothermic animals in cold adaptation. Some work has been carried out to determine whether genes related to mitochondrial biogenesis are activated in humans upon cold exposure, however, the results suggest that exercise is needed alongside cold exposure to elicit such a response [137,138]. It has previously been shown that low-frequency electrostimulation can induce a fast-to-slow fibre conversion in paraplegic patients [139]. Hence, in the context of induced torpor in humans, it must be asked whether hypothermia coupled with electrostimulation might encourage mitochondrial biogenesis as a means of maintaining a slow oxidative phenotype and conferring resistance to atrophy. Alternatively, the administration of pharmaceutical agents to increase mitochondrial biogenesis might work to combat muscle atrophy during disuse.

## 5. Conclusions

In summary, we found that LDR in the muscle of the zebrafish led to an inflammatory immune response with enrichment of NF-kβ and IL-6 signalling and upregulation of the STAT3 transcription factor. In contrast, results for the torpor+radiation group showed the downregulation of the cytokine-cytokine receptor pathways involving IL2, IL6/12, TNF, and TGF-β receptors, as well as a downregulation of the JAK/STAT pathway, consistent with a torpor induced suppression of the immune system seen in hibernating animals. In the radiation group, we also observed an upregulation of genes involved in differentiation and regeneration featuring the upregulation of *MYOD1* suggesting muscle remodelling. Conversely, developmental genes and pathways were downregulated in the torpor groups. Moreover, we observed the downregulation of ECM genes in the induced torpor groups, with or without radiation, consistent with a decrease in physical activity, and explored the link between the downregulation of ECM and developmental genes highlighting *COL6A3* and *DAG1* as linking factors. We also highlight the differential regulation of *FBXO32* between the radiation group and the induced torpor groups, which might have implications in torpor-related protection against muscle atrophy. Interestingly, we observed an increase in genes related to mitochondrial biogenesis in the zebrafish torpor groups that have been observed during torpor in hibernating animals, which might confer atrophy resistance by conferring or maintaining a slow oxidative phenotype in muscles. Overall, our results provide novel insights into how low-dose radiation might impact muscle biology in the context of spaceflight. In addition, the induced torpor model shows utility in modelling specific processes also seen in the muscle of hibernating animals and the analysis of the torpor+radiation group revealed the presence of markers that might confer radioprotective benefits, and warrant further investigation.

## Figures and Tables

**Figure 1:**
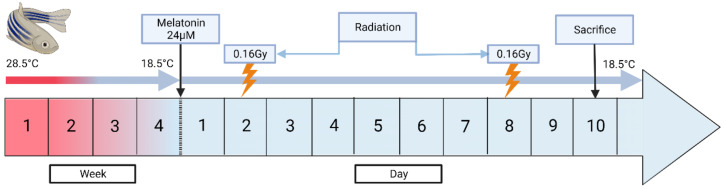
A schematic diagram showing the establishment of the torpor+radiation group (18.5-mel-rad). This group was acclimated at 18.5 °C from 28.5 °C, over a 4-week period to avoid thermal shock. They were administered 24 µM on the start of the experimental timeline, with radiation exposure of 16.34 cGy occurring on the 2nd and 8th days of the timeline for a total of wholebody dose of 32.68 cGy. The fish were then sacrificed on the 10th day.

**Figure 2:**
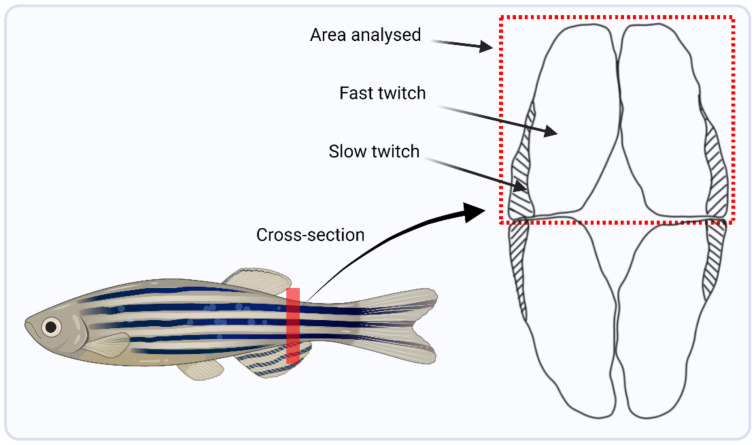
Schematic diagram highlighting the trunk location from where muscle was harvested, marked by the red line, and a lateral cross-sectional area showing the dorsal region of muscle that was dissected for RNA and DNA extraction for downstream analysis.

**Figure 3:**
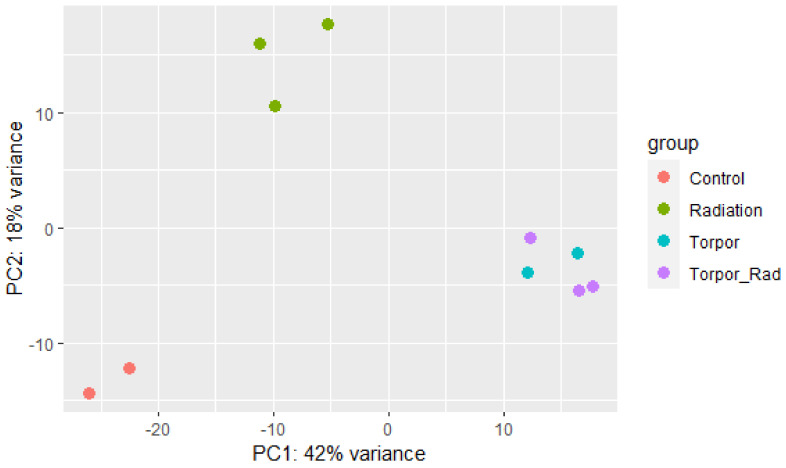
Principle component analysis plot showing samples of each experimental group clustering based on similarity. The plot shows distinct clustering between the control group (red), the radiation group (green), and the torpor (blue) and torpor+radiation (purple) groups which are clustered together, suggesting that the effects of torpor are more dominant than radiation exposure.

**Figure 4:**
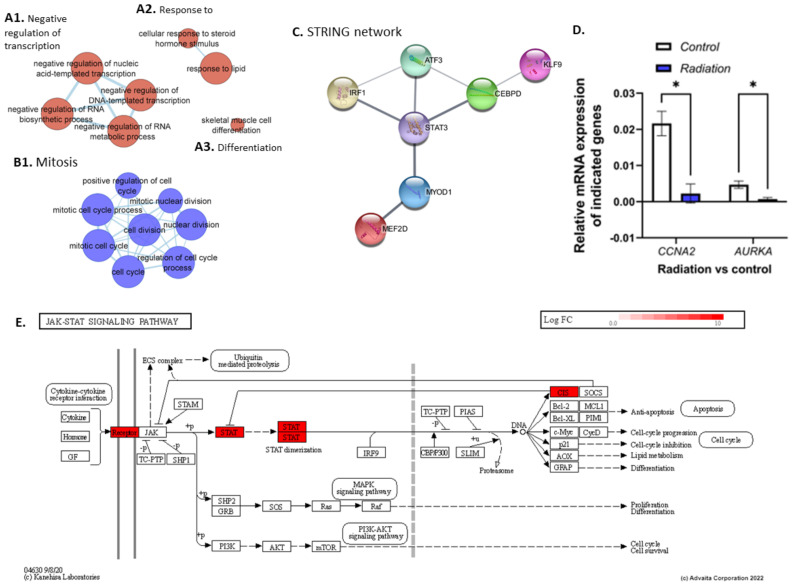
Clusters (**A**,**B**) were generated using EnrichmentMap and up (red) and downregulated (blue) genes, respectively. Cluster (**A1**) shows GO terms related to the negative regulation of transcription. (**A2**) shows a response to steroid hormone stimulus and lipids while (**A3**) shows skeletal muscle cell differentiation. (**B1**) shows downregulation of GO terms related to cell division. (**C**) shows a string network generated using the DNA transcription factor activity GO term (GO:0001216), showing protein interaction between STAT3 and MYOD1. (**D**) shows results from the qPCR analysis which shows significant downregulation of *CCNA2* and *AURKA* in the radiation group compared with controls (28.5-rad vs. 28.5-Ctrl). (**E**) shows genes upregulated in the JAK/STAT pathway in the radiation vs control group. * *p* < 0.05.

**Figure 5:**
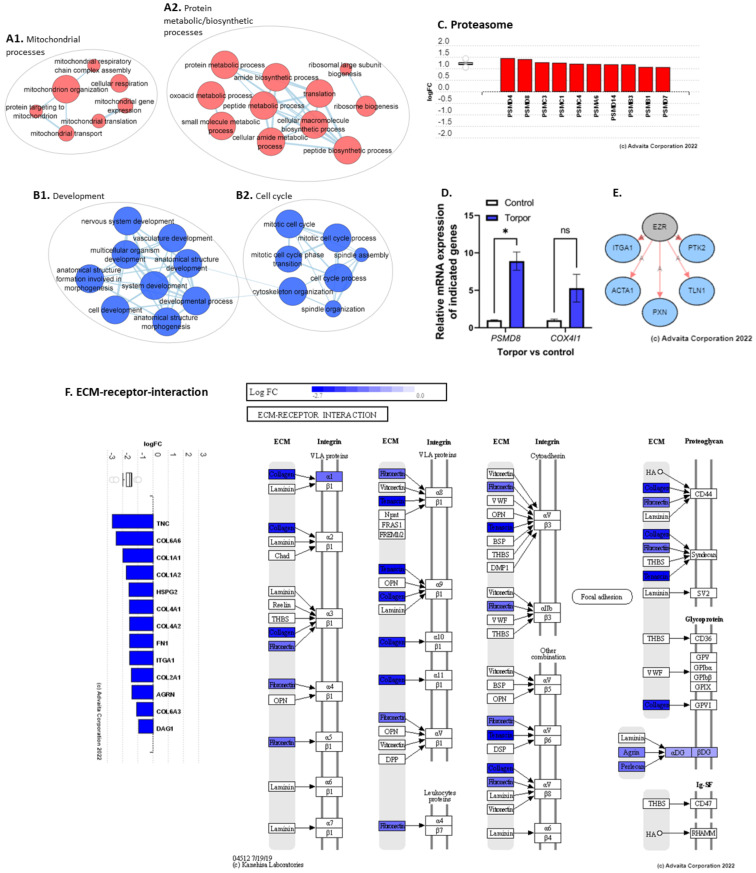
(**A1**) shows the upregulation of mitochondrial processes. (**A2**) shows the upregulation of GO terms involved in both protein metabolism and biosynthesis. (**B1**,**B2**) show the downregulation of developmental and cell cycle terms, respectively. (**C**) shows the upregulation of proteasomal subunit genes. (**D**) shows the qPCR analysis showing a significant upregulation of *PSM8* and a non-significant upregulation of *COX4I1.* (**E**) shows the predicted inhibition of upstream regulator EZR. (**F**) shows the downregulation of genes involved in the ECM such as collagens, integrins, and fibronectins. * *p* < 0.05, ns = non-significant.

**Figure 6:**
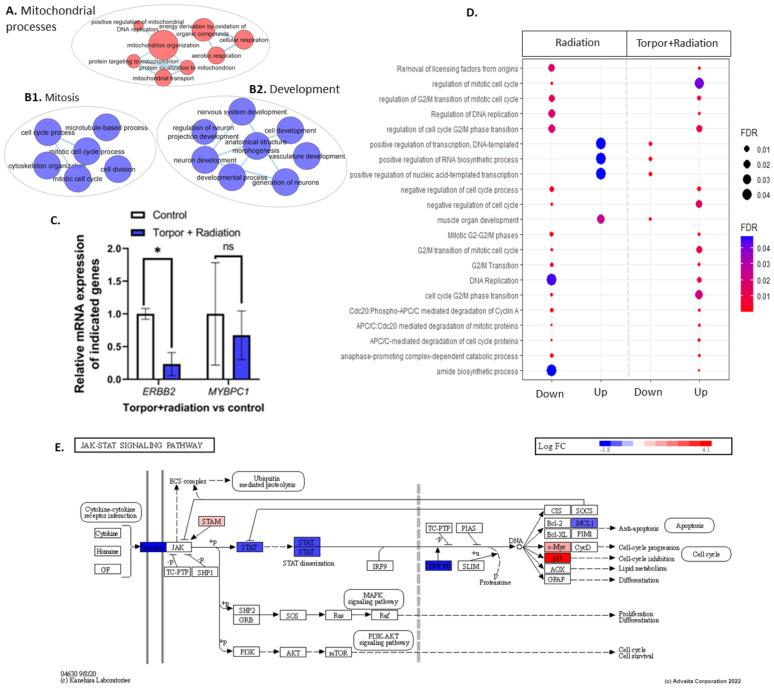
(**A**) shows an EnrichmentMap displaying upregulated GO terms related to mitochondrial processes. Clusters (**B1**,**B2**) show GO terms related to mitosis and development, respectively. (**C**) shows the qPCR analysis that details the significant downregulation of *ERBB2* and non-significant decrease in *MYBPC1*. (**D**) shows GO terms dysregulated between the radiation group (28.5-Crtl) and the induced torpor+radiation group (18.5-mel-rad). (**E**) shows the downregulation of genes involved in the JAK/STAT pathways. * *p* < 0.05, ns = non-significant.

**Figure 7:**
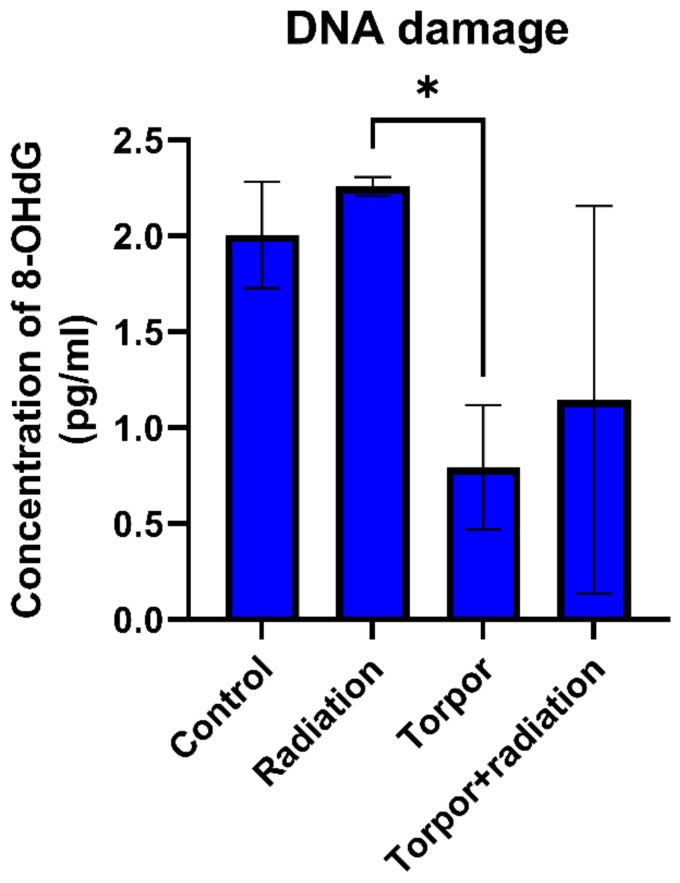
DNA damage for each experimental group. Levels of DNA damage were significantly lower in the torpor group versus the radiation group. * *p* < 0.05.

**Figure 8:**
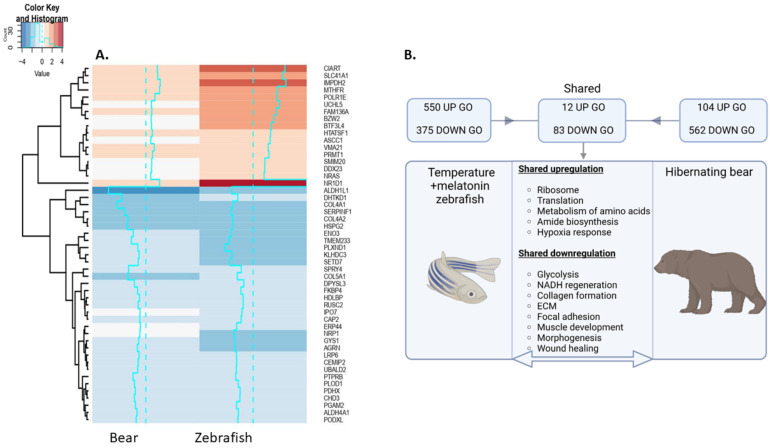
(**A**) Heatmap depicting up and downregulated genes shared between the torpor group zebrafish model and hibernating bear gastrocnemius muscle. (**B**) Summary of shared GO terms in these groups. Notably, we find shared upregulation of genes involved in translation and amino acid metabolism, as well as shared downregulation of ECM and developmental genes. Created with BioRender.com.

**Table 1:** Experimental groups showing the group names, keys, sample numbers per condition, values of radiation exposure, ambient water temperatures, and melatonin treatments.

Group	Key	Sample (N)	Radiation (cGy)	Water Temperature (°C)	Melatonin (µM)
Control	28.5-Ctrl	6	0	28.5	0
Radiation	28.5-rad	6	32.64	28.5	0
Temperature+melatonin (Induced torpor)	18.5-mel	6	0	18.5	24
Temperature+melatonin+radiation (Induced torpor+radiation)	18.5-mel-rad	6	32.64	18.5	24

## Data Availability

The data that support the findings of this study have been submitted to the NCBI Gene Expression Omnibus, and can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE222614 (accessed on 5 May 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12101366/s1, Figure S1: Enrichmentmap of up and downregulated genes radiation vs control; Figure S2: Enrichmentmap of upregulated genes torpor vs control; Figure S3: IPG ECM receptor interaction for torpor vs control; Figure S4: Enrichmentmap of downregulated genes torpor vs control; Figure S5: IPG Oxidative phosphorylation torpor radiation vs control; Figure S6: IPG Cytokine cytokine receptor interaction; Figure S7: Enrichmentmap of upregulated genes torpor+radiation vs control; Figure S8: Enrichmentmap of downregulated genes torpor+radiation vs control; Figure S9: Bubble plot showing shared GO terms in torpor radiation vs radiation group; Figure S10: ECM development network analysis; Tables S1–S3: Reverse transcriptase qPCR protocol and primers description; Table S4: DEG Radiation vs control zeb muscle; Table S5: ORA Radiation vs control zeb muscle; Table S6: IPG radiation vs control zeb muscle; Table S7: DEG Torpor vs control zeb muscle; Table S8: ORA Torpor vs control zeb muscle; Table S9: IPG Torpor vs contorl zeb muscle; Table S10: DEG Torpor Radiation vs control zeb muscle; Table S11: ORA Torpor Radaition vs-control muscle; Table S12: IPG Torpor radiation vs control zeb muscle; Table S13: Shared genes in torpor radiation vs radiation; Table S14: ORA of shared genes in torpor radiation vs radiation; Table S15: Shared genes in torpor radiation vs torpor group; Table S16: ORA of shared genes in torpor radiation vs torpor group; Table S17: DEG urus arctos gastroc hib v act; Table S18: ORA hibernating vs active bear gastroc; Table S19: IPG Hibernating vs active bear gastroc; Table S20: DEGs shared in torpor vs control zebrafish vs hibernating vs active bear; Table S21: Comparison of GO in torpor zebrafish and hibernating bear and ORA of shared genes.

How the deposited data were processed for this re-analysis (not part of the article)

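RNA of the skeletal muscle of adult zebrafish was sequenced in 10 fish in 4 groups, control (2 fish), radiation (3), induced torpor (2) and induced torpor+radiation (3), as the sample labels give them. The labels and the paper's text do not explain the letters F and M that open the fish codes. The authors checked the reads with FastQC, aligned them to the GRCz11 genome with STAR, counted them with HTSeq, per transcript in the words of the methods while the deposited tables list genes, and fitted DESeq2 with its Wald test to all groups at once. Versions of these tools are not stated in the text of the paper. The authors deposited 3 tables, each comparing a treated group with the control, to which human orthologues had been appended. In these tables the authors give as signal the baseMean, which is the mean over all fish of the counts divided by size factors. The deposited log2 values are the log2 fold change of the treated group over the control and its standard error, and they were not shrunken, since each score that the authors give, the Wald statistic, equals the log2 fold change divided by its standard error. The deposited p-value is that of the Wald test under a normal distribution, and beside it stands the authors' Benjamini-Hochberg adjustment. No table holds a value per fish. The total count of each library is therefore unknown here, no replicate could be compared with another and no mean with an SD of its own could be given. The precision is described by the deposited standard errors, whose medians over genes with baseMean of at least 10 were 0.43 for radiation, 0.46 for torpor and 0.43 for induced torpor+radiation.

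Genes were counted over zebrafish genes with a one-to-one human orthologue, each once, at the thresholds of the paper on the deposited adjusted p-value, 0.4 for radiation and 0.1 for both torpor groups. The mean normalized count of each group was recovered from baseMean, the group sizes and the 3 fold changes, and the variance of each group from the 3 standard errors under the negative binomial variance of the model that the authors fitted. From these, a Wald test was calculated for induced torpor+radiation against induced torpor, in which the control cancels, and for the radiation by torpor interaction, the difference between the response to radiation at 18.5 °C with melatonin and that at 28.5 °C. Another contrast, induced torpor+radiation against radiation, was added after seeing the data. P-values of these contrasts were adjusted by the Benjamini-Hochberg method over genes with baseMean of at least 10, at a threshold of 0.1. Numbers of shared genes were set beside 100 simulations of unchanged groups that share the control libraries, since comparisons with the same control share its chance values. A median fold change of a gene list was placed among 10000 random lists of the same size matched on baseMean, as a description, because genes are not replicates. Lists at or below percentile 2.5 or at or above 97.5 were taken as standing apart. Medians cover members with baseMean of at least 10, and numbers of called members cover all with a deposited adjusted p-value. Members of a list among called genes were tested with a two-sided Fisher's exact test against all genes with a deposited adjusted p-value, adjusted over 162 tests. For the terms of the paper's enrichment tables, the genes that each term rests on were taken from the supplementary tables. Their fold changes were read in the deposited tables. For Tables S5 and S8 they were also read in the contrast that shares no fish with the one in which the term was found. Genes of Tables S11, S14 and S16 were chosen with the induced torpor+radiation fish. Contrasts that hold this group are therefore not independent of that choice.

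The 27 gene lists, the groups, the tests, the thresholds and the alternatives were chosen before the deposited tables were examined, except where a choice is said to have been added later. The paper and its supplementary tables, which draw on these same fish, were known by then, and several lists follow themes that the paper reports. Values of such lists are therefore no independent test of those themes. The lists hold the mitochondrial ribosome, the respiratory chain and ATP synthase, the proteasome, the cytosolic ribosome, aminoacyl-tRNA synthetases, RNA polymerase I and III with ribosome biogenesis, collagens, extracellular matrix, focal adhesion with the dystrophin complex, sarcomere, glycolysis, DNA repair, cell cycle, JAK-STAT, cytokine receptors, endoplasmic reticulum stress, hypoxia, antioxidant genes, the circadian clock, glucocorticoid targets and the response to cold. Others hold markers of oocytes, ovarian follicle cells, testis, liver, erythrocytes and leukocytes. Several oocyte genes had been seen in a supplementary table of the paper before that list was written, so its members outside the supplementary tables were also tested alone. Genes named in the text are those the paper names, the 5 genes with the smallest p-value in each direction of each comparison, and for a reported list at most 5 genes with the smallest p-value. A gene named outside this rule was chosen after its values were seen, as *CELF1*, *BCL2L10*, *CCNA1* and *VLDLR* were. The paper names 52 genes in its results, of which 38 have a one-to-one gene in the tables. Where values of the others are given, they were read from their zebrafish copies in the torpor table, which alone holds every homology type.

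The recovery of the group variances was tested on simulated data, in which 200 of 6504 genes were changed by 2 on the log2 scale in the induced torpor+radiation group alone. Of these, 78% were called in the contrast with induced torpor, 83.5% in that with radiation and 53% in the interaction, and 7.69%, 9.24% and 13.1% of the calls were false. The simulated fits used the true dispersion of each gene, so that the error of estimating it from few fish is not part of that test. A simulated list of 30 genes shifted by 0.5 on the log2 scale lay at percentile 99.78 and an unshifted one at 54.0. Alternatives were the genes counted (all homology types, distinct human names), the threshold, an adjustment recomputed over the one-to-one genes, a t distribution with 6 degrees of freedom, filters on baseMean and fold change, fold changes centred on their median over genes with baseMean of at least 50, a standard error that ignores the shared control and random lists that were not matched. Calculations were made in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures drawn with matplotlib 3.10.9. Values of some genes within the naming rule are not reported here. The bear samples, the qPCR measurements and the DNA damage assay of the paper were not analysed here.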

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

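Each test of an explanation given here was chosen only after the result it bears on had been seen.

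The response to radiation differed between 18.5 °C with melatonin and 28.5 °C in 30 of 6504 genes at an adjusted p of 0.1 (Wald test of the interaction with Benjamini-Hochberg adjustment), 20 with a higher and 10 with a lower interaction. The paper reads such differences from lists of genes called against the control and its text names no test of the difference. The interaction holds all 4 groups, so an unusual level in the 2 control fish enters it once. Of the 20 genes with a higher interaction, the control lay above each of the other groups in 12, and 9 are on the oocyte or cell cycle list. In the contrast without the control, induced torpor+radiation against induced torpor, 9 of them differed in the same direction at an unadjusted p under 0.05. Over all genes tested, 3 of them were called there, and for the rest the level of the control libraries cannot be told apart from a response that depends on torpor, because the genes were chosen by a value that contains this contrast. Of the 10 genes with a lower interaction, 8 had an unadjusted p under 0.05 there, a number that the same choice favours. Over all genes tested, 5 of the 10 were called, which argues against the level of the control libraries as the whole cause for those 5. For the rest of the 10 it cannot be told. Under a t distribution no gene was called in the contrast, with 104 at an unadjusted p under 0.05, nor in the interaction. The genes with the smallest p after *FBXO32* were *CCNA2* at 6.62 (standard error 1.25, adjusted p = 3.5e-04), whose mean was 59.2 normalized counts in the control and under 10 in the others, and *ATG9B* at -1.91 (standard error 0.37, adjusted p = 4.9e-04). *ATG9B* had 651 normalized counts in the control, 1033 after radiation, 1244 in torpor and 524 in induced torpor+radiation. *H1-8*, *CCNB1*, *GLDC* and *CLEC19A* were next in either direction besides *CREM*, *PXK* and *MAP2K6*.

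*FBXO32* had the smallest p of the interaction, at -3.77. It was singled out because the test of the interaction, in which cooling and melatonin act together, passed its threshold. The level of the control libraries enters this value, but it is not the whole cause, since *FBXO32* was among the 5 of 10 genes with a lower interaction that were called in the contrast without the control. *FBXO32* lay at the highest mean after radiation and the lowest in induced torpor+radiation, with the control and torpor between them. Whether a single fish carries either extreme is not known, because no values per fish were used here. A t distribution with 6 degrees of freedom left 0 genes past the threshold in the interaction, with 128 at an unadjusted p under 0.05. A biological difference, a response of this gene to radiation that depends on the torpor-like state, stays open and is a hypothesis.

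Collagen genes also differed in their response, with a median interaction of 1.22 over 11 genes (percentile 100 among random lists matched on baseMean), and 7 of them passed an adjusted p of 0.1 when adjusted over the list alone against 1 over all genes tested. They lay at -0.43 after radiation, -1.23 in torpor and -0.06 in induced torpor+radiation. The last median lies near the control over members that went different ways, and 3 of 11 tested collagens were called lower there. *COL8A2* at -1.72 and *COL4A1* at -1.29 stayed low. *COL17A1* lay at -0.61 (standard error 0.50) in torpor and at -1.24 in induced torpor+radiation. A candidate explanation is a different share of connective tissue in the samples, in which case other genes of the extracellular matrix would move too. Those genes, 17 in number without the collagens, were higher in induced torpor+radiation than in induced torpor by a median of 0.46 (percentile 100), and their interaction was 0.83. Against the control their medians were -0.16 after radiation, -0.67 in torpor and -0.17 in induced torpor+radiation. Leukocyte genes moved with them in that contrast, at 0.50 (percentile 100), while erythrocyte genes did not, at -0.24 (percentile 2.44). A response of collagen genes to radiation in cooled fish would give the same values for collagens and stays open.

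Cell cycle genes had a median interaction of 2.06 over 30 genes (percentile 100). They were lower than in the control after radiation and in torpor, less so in induced torpor+radiation, and 16 of them passed that threshold within the list, against 8 over all genes tested. Eggs store transcripts of cell cycle genes, and egg or ovary RNA in the control muscle samples could lower them in every other group alike. They were higher in induced torpor+radiation than after radiation by 1.12 and higher than in torpor by 0.72, which RNA in the control alone does not give. For the part that is low after radiation, egg RNA in the control and a response to radiation cannot be told apart, because a separate rise in induced torpor+radiation would give the same difference and no values per fish were used here.

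Genes of the egg coat (zona pellucida), which the paper does not discuss, had reads in the muscle samples. The torpor table lists 14 of them by their zebrafish names, 10 with baseMean of at least 10, the highest at a baseMean of 68.0 and 383 in sum. All 10 were lower in torpor than in the control, by a median of -6.05 and from -8.20 to -4.97, and 8 had an adjusted p of 0.1 or less in the authors' deposited table. For 6 of them baseMean allows a torpor mean of at most 3 counts, so their fitted values give no bound on the fold change. Egg coat genes were chosen after the oocyte list had been seen to be low. The oocyte list had a median of -4.81 in torpor, where no radiation was given, which argues against exposure to radiation as the cause of low egg genes. Of that list, 13 genes are named in the supplementary tables of the paper, and 15 others had a mean of at least 3 counts in any of the 4 groups. With means held at 3 counts or more, the medians of these others were -1.09 after radiation, -1.24 in torpor and -1.24 in induced torpor+radiation, at percentile 0.01 or below of random lists, with 13, 11 and 10 genes lower. The whole list with baseMean of at least 10 had -4.29 in each group. The equal values of -1.24 and of -4.29 follow from the floor, because the middle members lay under 3 counts in these groups. Without the floor the whole list had -4.76 after radiation, -4.81 in torpor and -5.54 in induced torpor+radiation. The oocyte genes most abundant in the control that were low in every other group are *H1-8*, *ZAR1* and *CCNA1*, the last at 108 normalized counts in the control and 2.45 after radiation. *CELF1* and *BCL2L10*, more abundant members of the list, were not lower in torpor, at 0.49 and 0.63. *VLDLR*, at 574 normalized counts in the control, lay at -0.27 after radiation, -0.22 in torpor and 0.23 in induced torpor+radiation.

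Egg or ovary RNA in one or both control muscle samples is a candidate explanation, and a difference in sex or egg maturity between the control fish and the others is another. These 2 do not exclude each other. They cannot be told apart, because the low egg coat genes (-6.05) were chosen for the pattern and go with either, 0 genes of ovarian follicle cells had baseMean of at least 10 and the fish codes are not explained. That filter drops genes high in the control alone. Without it, 2 follicle genes were tested after radiation and 1 was called lower (Fisher's exact test, adjusted p = 0.13). When adjusted over the list alone, 1 was higher and 1 lower. If the codes F and M stood for sex, the control and radiation fish would be of one sex and the torpor fish of the other, and torpor would be confounded with sex, with induced torpor+radiation holding both. The egg genes were low in the radiation fish too, whose codes open with F, so the codes alone do not give the pattern. Whether one control fish or both carried these reads is not known here.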

How the results depend on the processing

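The contrast of induced torpor+radiation with radiation and its alternatives were chosen after the data had been seen, as was the filter on oocyte genes by their highest group mean, and no other test here was.

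For radiation the number of called genes stayed between 110 and 149 when all homology types or distinct human names were counted, with baseMean of at least 10, with a fold change of at least 1.5 and with centred fold changes. For torpor it stayed between 499 and 740 with the threshold of 0.05, the recomputed adjustment, both filters and centring. For induced torpor+radiation it stayed between 909 and 1072 with either way of counting, the recomputed adjustment, both filters and centring. Centring moved the share of higher genes, however, from 33.6% to 16.4% after radiation, from 63.4% to 49.7% in torpor and from 58.6% to 38.8% in induced torpor+radiation, because it shifts every gene down by the median fold change.

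A stricter threshold of 0.05 gave 33 genes for radiation, 712 for induced torpor+radiation, 20 shared by these groups and 355 shared by torpor and induced torpor+radiation. Exchanging the 2 thresholds of the paper gave 52 genes at 0.1 for radiation, 2173 at 0.4 for torpor, 2604 at 0.4 for induced torpor+radiation, 25 shared by radiation and induced torpor+radiation and 1606 shared by both torpor groups. At 0.4 the contrasts called 31 genes against induced torpor, 73 in the interaction and 2578 against radiation. These changes follow from the thresholds. Adjusting over the one-to-one genes alone gave 83 genes for radiation, and the cause was not tested. Counting all homology types gave 1264 genes for torpor and distinct human names 1361, because the torpor table alone lists genes of every homology type.

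Under a t distribution with 6 degrees of freedom the adjusted p passed its threshold in 0 genes for radiation, 0 for torpor and 0 for induced torpor+radiation, with 167, 829 and 1020 at an unadjusted p under 0.05. It left 0 and 0 shared genes (53 and 580 at an unadjusted p under 0.05), 0 genes against induced torpor (104), 0 in the interaction (128) and 3 against radiation (1007). The smallest adjusted p was 0.706 for radiation, 0.189 for torpor, 0.188 for induced torpor+radiation and 0.0831 against radiation. The heavier tails of this distribution give larger p-values by construction, and it ignores that the authors' model shares information on dispersion between genes, so it is a severe alternative. A standard error that ignores the shared control, which is larger by construction, left 0 genes against induced torpor (45 at an unadjusted p under 0.05), 3 in the interaction (124) and 75 against radiation (551). The interaction called 11 genes with baseMean of at least 50 and 24 without a filter, and the first number is lower since fewer genes with few counts were tested. Against induced torpor both filters left 14.

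The DNA repair list after radiation, just short of standing apart, did stand apart without a filter on baseMean, at -0.43, and against unmatched random lists, at -0.17, and the cause was not tested. With baseMean of at least 50, the cell cycle list after radiation lay at -0.0086 and the oocyte list at -0.15, neither apart from random lists. As baseMean averages all fish, this filter also removes genes that are high in the control alone, so these values do not show that low counts make the pattern. The oocyte members outside the supplementary tables lay at -0.27 after radiation with 3 genes left at baseMean of at least 10, and at -1.09 with the 15 genes that had a mean of at least 3 counts in any group, with means held at 3 or more. Leaving oocyte genes out of the cell cycle and DNA repair lists removed no gene and tested nothing.

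Of 454 alternative values of list medians, 392 kept their direction and their side of the threshold, 24 were weaker, 13 stronger and 25 reversed in direction. Centring reversed the cytosolic ribosome to -0.083, endoplasmic reticulum stress to -0.035 and hypoxia to -0.025 in torpor. It also reversed aminoacyl-tRNA synthetases to -0.13 and hypoxia to -0.12 in induced torpor+radiation, and glycolysis to -0.072 after radiation, in each case because the shift exceeded the median. With baseMean of at least 50, the oocyte list, 4 genes then, turned to 0.14 in torpor, 0.47 in induced torpor+radiation and 0.61 against radiation, since genes that are high in the control alone are removed. The same filter gave -0.021 and -0.10 for hypoxia in torpor and induced torpor+radiation, -0.00122 for aminoacyl-tRNA synthetases in induced torpor+radiation, 0.00228 for the circadian clock after radiation and 0.22 for the response to cold in torpor, and the cause was not tested. Without a filter, medians reversed to 0.012 for the extracellular matrix, 0.082 for its genes other than collagens, 0.061 for leukocytes and -0.10 for hypoxia in induced torpor+radiation. They reversed to -0.016 for DNA repair in torpor, and after radiation to -0.27 for testis and 0.11 for the clock, and the cause was not tested. Over all homology types in torpor, medians reversed to 0.15 for aminoacyl-tRNA synthetases, 0.31 for testis, -0.071 for hypoxia and 0.41 for the response to cold, and the cause was not tested.

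Of 82 alternative values for the 41 genes that the paper or the text names with a call, 33 were unchanged and 49 weaker, 40 of them under the t distribution and 9 with centring. Counting each direction separately as well, 65 of 126 alternative numbers of called genes and 17 of 24 numbers of shared genes moved by more than 1.5 times. No paired analysis was possible because the tables hold no values per fish, and for the same reason no fish could be left out in turn and the fish could not be split in other ways. The depth per library is not known here, so what it limits could not be assessed. Genes with a mean at or under 3 counts in a group give no bound on their fold change, which touches 44 of the 99 genes called lower after radiation.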

Differences from the paper's values

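No test was chosen after the differences given here had been seen, apart from the contrast of induced torpor+radiation with radiation.

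The paper gives an adjusted p-value of 1.4 for *FBXO32* after radiation, while the authors' deposited table gives 0.140. An adjusted p-value cannot exceed 1, and the paper's value and the deposited one differ only in the place of the decimal point. Of the alternatives set before the data were examined, centred fold changes gave 0.339, which still differed from the paper's 1.4, and a t distribution with 6 degrees of freedom gave 0.999, which is within 1.5 times of it as a ratio, although any value close to 1 would be.

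The paper reports higher *MMP2* expression in torpor, where the log2 fold change in the authors' deposited table was 0.37 with an adjusted p of 0.74. Of the comparisons made here, induced torpor+radiation against radiation alone called it, a contrast chosen after seeing the data, at 1.06 (adjusted p = 0.055 from the Wald test with Benjamini-Hochberg adjustment). The paper describes lower expression of ECM genes in both torpor groups, while the extracellular matrix list in induced torpor+radiation had a median of -0.12, and 0.012 without a filter on baseMean. Its calls went the way the paper describes, with 6 of 28 tested genes called lower (Fisher's exact test, adjusted p = 0.048) against 1 called higher, and 3 of 11 collagens called lower. In the discussion the paper reports less protein catabolism in zebrafish torpor. Its results report higher proteasomal degradation pathways there, with a rise of *PSMD8* by qPCR. The proteasome list, with a median of 0.85 and 25 of 28 genes higher, went the way of those results. Mitotic terms are given as upregulated in induced torpor+radiation among terms with opposite directions, while the discussion gives cell cycle gene sets as lower there. The cell cycle list lay at -0.19 against the control, with 0 genes called higher, 6 called lower and 1 higher at an unadjusted p under 0.05.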

Other observations

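For the explanations weighed here, the tests were chosen only after the results had been seen.

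The genes called after radiation were not spread over the genome as chance that strikes each gene on its own would spread them, since cell cycle genes gathered among the lower ones (Fisher's exact test, adjusted p = 4.3e-17). That excludes independent errors and not a shared cause such as the level of the 2 control fish. In induced torpor+radiation against induced torpor, a contrast without the control, 46 of 114 called genes changed in the same direction, 11 of 47 higher and 35 of 67 lower ones. The level of the control libraries and a response to radiation that occurs at 28.5 °C alone cannot be told apart, because radiation without cooling was compared with those control fish only. For the genes shared by radiation and induced torpor+radiation, whether the control libraries common to both comparisons account for the number stays open. Unchanged groups sharing a control gave 94.6 on average with lists held at the observed length, where 66 were seen. Called at the threshold, they gave 0.39 on average. The control libraries do not account for the number shared by torpor and induced torpor+radiation, with at most 303 in the simulations where 544 were seen.

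Higher mitochondrial ribosome, ribosome biogenesis and proteasome genes in torpor cannot come from the level of the control libraries alone. In induced torpor+radiation against radiation, which uses neither the control nor the torpor fish, the 3 lists lay at percentile 99.69 or above. After radiation without cooling, the mitochondrial ribosome and proteasome lists also lay above the control, both at 0.35. Ribosome biogenesis lay at 0.13 (percentile 88.05) there. Part of the torpor values of the mitochondrial ribosome and proteasome lists may thus stem from the control. A response to the torpor-like state is a hypothesis for the 3 lists, and a difference between fish with codes M and F is untested. The whole list of respiratory chain genes lay at percentile 92.8 in induced torpor+radiation against radiation, short of the upper threshold for lists. After radiation without cooling it lay at 0.26 (percentile 99.8) against the control, with 45 of 48 genes higher. For the list, the level of the control libraries cannot be told apart from a response, because the percentile of 92.8 in the contrast with radiation falls on neither side clearly. Of the 17 oxidative phosphorylation genes of Table S8, chosen in other fish, 16 were higher there. Their median was 0.72 (percentile 100), and 15 had an unadjusted p under 0.05. For these genes that argues against the level of the control libraries as the whole cause. The smallest p in that contrast belonged to *PDE4DIP*, *AKAP6*, *THNSL2*, *APEX1* and *GPX4* among higher genes and to *SETD7*, *FBXO32*, *ABTB1*, *CREM* and *CALCOCO2* among lower ones, and 1047 of 6504 genes had an adjusted p of 0.1 or less (Wald test with Benjamini-Hochberg adjustment), 595 higher and 452 lower.

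Among 66 terms followed here, 8 of torpor include the same 11 proteasome subunits, which are all the genes of the proteasome and apoptosis terms and a part of the others. Hypoxia target genes that are not subunits lay at percentile 57.0 of random lists in torpor and at percentile 1.19 in induced torpor+radiation against radiation. Whether the hypoxia term stems from its subunits cannot be told apart from a response to hypoxia, because its 15 other genes were listed for being higher and the term without the subunits was not tested.

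Clock genes were higher in induced torpor+radiation than after radiation by a median of 0.81 (percentile 99.89) over 9 genes, with 5 called higher and 1 lower. Against the control the list lay at -0.08 (percentile 6.94) after radiation, 0.28 (percentile 76.2) in torpor and 0.62 (percentile 97.2) in induced torpor+radiation. The time of day of sampling could move these genes, as could cooling or melatonin, and they cannot be told apart because sampling times per fish are not given in the labels.

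Markers of other tissues were read as values. Testis genes, 5 with baseMean of at least 10, had medians of 0.41 (percentile 97.8) after radiation, -0.32 (percentile 24.1) in torpor and -0.55 (percentile 10.8) in induced torpor+radiation, with 2 of 8 tested genes called higher in torpor. Liver genes, 6 in number, lay at 0.13 (percentile 77.5), 0.21 (percentile 76.1) and 0.73 (percentile 98.3) in the same order, and 2 of 8 tested were called higher after radiation (Fisher's exact test, adjusted p = 0.0085). The extraction protocol in the sample labels mentions liver, while the labels and the paper give the tissue as muscle. Erythrocyte genes, 10 in number, lay at -0.22 (percentile 1.1), -0.19 (percentile 14.2) and -0.42 (percentile 1.6). Leukocyte genes had a median of 0.69 (percentile 100) after radiation, with 6 of 16 tested genes higher at an adjusted p of 0.4 when adjusted over the list alone, 0 over all genes tested and 2 at an unadjusted p under 0.05. Genes of the response to cold, 9 in number, had medians of -0.17 (percentile 1.59) after radiation, -0.03 (percentile 34.2) in torpor and -0.08 (percentile 19.8) in induced torpor+radiation, and centring left these directions as they were. Glucocorticoid target genes, higher after radiation and in torpor, had a median interaction of -0.85 (percentile 0), with 12 of 14 lower and 2 called. No explanation was tested for these values.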
